# Human DDX6 regulates translation and decay of inefficiently translated mRNAs

**DOI:** 10.7554/eLife.92426

**Published:** 2024-07-11

**Authors:** Ramona Weber, Chung-Te Chang

**Keywords:** DDX6, CCR4-NOT complex, mRNA decay, ribosome stalling, codon optimization, Human

## Abstract

Recent findings indicate that the translation elongation rate influences mRNA stability. One of the factors that has been implicated in this link between mRNA decay and translation speed is the yeast DEAD-box helicase Dhh1p. Here, we demonstrated that the human ortholog of Dhh1p, DDX6, triggers the deadenylation-dependent decay of inefficiently translated mRNAs in human cells. DDX6 interacts with the ribosome through the Phe-Asp-Phe (FDF) motif in its RecA2 domain. Furthermore, RecA2-mediated interactions and ATPase activity are both required for DDX6 to destabilize inefficiently translated mRNAs. Using ribosome profiling and RNA sequencing, we identified two classes of endogenous mRNAs that are regulated in a DDX6-dependent manner. The identified targets are either translationally regulated or regulated at the steady-state-level and either exhibit signatures of poor overall translation or of locally reduced ribosome translocation rates. Transferring the identified sequence stretches into a reporter mRNA caused translation- and DDX6-dependent degradation of the reporter mRNA. In summary, these results identify DDX6 as a crucial regulator of mRNA translation and decay triggered by slow ribosome movement and provide insights into the mechanism by which DDX6 destabilizes inefficiently translated mRNAs.

## Introduction

mRNA translation is a highly controlled process that critically determines the mRNA turnover rate. In particular, the elongation rate at which the ribosome translates an mRNA into the nascent peptide chain is thought to affect mRNA stability (D’Orazio and Green, 2021, Morris et al., 2021). Many mRNA attributes can affect the speed of the translating ribosome, including secondary structure (Doma and Parker, 2006), nucleotide and codon composition (Chaney and Clark, 2015; Gardin et al., 2014; Letzring et al., 2010; Forrest et al., 2020; Hia et al., 2019; Wu et al., 2019; Narula et al., 2019), tRNA abundance (Ishimura et al., 2014; Novoa and Ribas de Pouplana, 2012; Nakahigashi et al., 2014), the sequence of the nascent peptide and its interaction with the ribosome exit tunnel or other ribosome-associated factors (Brandman et al., 2012; Charneski and Hurst, 2013; Kuroha et al., 2010; Tanner et al., 2009; Lin et al., 2020; Buschauer et al., 2020; Absmeier et al., 2023), and damage or improper processing of the mRNA itself (Brandman and Hegde, 2016; Joazeiro, 2019; Simms et al., 2017).

Recent studies have highlighted the important roles of codon optimality, rare codons, and stalling sequences in protein synthesis. Codon optimality refers to the preferential usage of certain codons over others during translation, typically based on their efficiency and accuracy. Rare codons are codons that are infrequently used in a particular organism’s genome. These rare codons may be recognized by tRNAs with lower abundance, leading to slower or less accurate protein production. Stalling sequences, on the other hand, are specific mRNA sequences that can cause the ribosome to pause or stall during translation, which can occur due to factors such as secondary structures in the mRNA or interactions with specific proteins (Hanson and Coller, 2018).

A number of studies have found that codon usage bias affects translation elongation rates and protein synthesis efficiency, emphasizing the importance of synonymous codon changes on translation speed and accuracy (Yu et al., 2015; Gardin et al., 2014). Moreover, rare codon usage also influences protein folding dynamics, highlighting the intricate relationship between codon optimality and protein structure formation (Charneski and Hurst, 2013). It is evident that the diverse mechanisms underlying stalling sequences, including interactions with chaperone proteins and ribosome-associated factors, provide insights into the molecular basis of translational stalling and its impact on protein biogenesis (Sitron and Brandman, 2020). Furthermore, it is now understood that recognition of slow ribosome dynamics by the mRNA decay machinery can trigger mRNA degradation, not only during ribosome-associated quality control (RQC), but also in general translation regulation (Buskirk and Green, 2017; Buschauer et al., 2020; Radhakrishnan et al., 2016).

In eukaryotes, general mRNA decay is initiated by a shortening of the poly(A) tail mediated by the CCR4-NOT complex with its catalytic subunits CNOT7 and CNOT8, followed by 5′-to-3′ mRNA decay, where the mRNA is decapped by the DCP1/DCP2 decapping complex and then exonucleolytically degraded by the exonuclease XRN1 (Mugridge et al., 2018). Alternatively, the exosome can degrade deadenylated mRNAs in the 3′-to-5′ direction (Robinson et al., 2015; Łabno et al., 2016). There are also more specialized RQC mechanisms, such as no-go decay and non-stop decay, which remove aberrant mRNAs often by endonucleolytic cleavage (Simms et al., 2017; Inada, 2017).

As mentioned above, mRNAs with slow translation rates due to the presence of non-optimal codons are regulated by translation-dependent decay (Radhakrishnan and Green, 2016; Richter and Coller, 2015; Presnyak et al., 2015; Boël et al., 2016; Herrick et al., 1990; Narula et al., 2019; Hia et al., 2019; Wu et al., 2019; Forrest et al., 2020). One factor implicated in translation-dependent decay in yeast is Dhh1p, the ortholog of human DDX6 (Sweet et al., 2012; Radhakrishnan et al., 2016). DDX6 belongs to the conserved DEAD-box ATPase/helicase family, which plays a central role in cytoplasmic mRNA regulation, including processing body (P-body) assembly, mRNA decapping, and translational repression (Ostareck et al., 2014). DDX6 is composed of two globular RecA-like domains connected by a flexible linker. The helicase motifs that are crucial to the ATPase and RNA binding activities are located in the DDX6-RecA1 domain. The DDX6-RecA2 domain mediates binding to the translational regulators 4E-T and GIGYF1/2, the decapping activators PATL1, EDC3, LSM14A, and to the NOT1 subunit of the CCR4-NOT complex, thereby providing a link between mRNA translational repression and 5′-to-3′ mRNA decay by deadenylation and decapping (Mathys et al., 2014; Chen et al., 2014; Peter et al., 2019).

Despite its well-known involvement in translation-coupled mRNA turnover in yeast, the target mRNAs and the molecular mechanism of mRNA recognition by mammalian DDX6 remain elusive. In this study, we investigated the role of human DDX6 in translation-dependent mRNA decay. Comparing the stability of a reporter mRNA containing a translational stalling stretch in both HEK293T wild-type (WT) and DDX6 knockout (KO) cells revealed that DDX6 destabilizes inefficiently translated reporter mRNA in human cells, in a similar manner as has been observed in yeast (Radhakrishnan et al., 2016), with this destabilization being mediated through initiation of the 5'-to-3' mRNA decay pathway. Furthermore, we found that the DDX6 RecA2 domain interacts with ribosomal proteins and provides evidence that RecA2-mediated interactions and DDX6-ATPase activity are both necessary for translation-dependent mRNA decay. To identify the set of inefficiently translated transcripts that are naturally targeted by DDX6 we took an unbiased approach and compared HEK293T WT and DDX6 KO cells by ribosome profiling and RNA sequencing analysis. This approach identified a set of mRNAs that are translationally regulated by DDX6, many encoding zinc finger transcription factors, and have low overall codon optimality and thus slow translation elongation dynamics across the entire open reading frame. We also identified a second group of mRNAs with locally decreased elongation dynamics targeted by DDX6 for decay. Interestingly, the second group of mRNAs included transcripts with CAG repeats, which have recently been linked to slow ribosome dynamics (Aviner et al., 2022). These findings suggest that loss of DDX6 could disrupt co-translational proteostasis of factors associated with neurodegenerative diseases, leading to the characteristic formation of intracellular aggregates. Through an mRNA reporter approach, we also found that the newly identified mRNA regions promote destabilization in a translation- and DDX6-dependent manner. Together, our study establishes that the human RNA helicase DDX6 plays a critical role in mediating translation efficiency and mRNA stability in human cells.

## Results

### Codon composition affects mRNA stability in human cells

Codon composition was recently identified as a strong determinant of mRNA stability in yeast, *Drosophila,* and different vertebrate species (Presnyak et al., 2015; Bazzini et al., 2016; Mishima and Tomari, 2017). Emerging evidence indicates that the translation elongation rate is monitored by the ribosome and ribosome-associated factors, triggering mRNA decay when the ribosome slows down (Hu et al., 2009; Sweet et al., 2012; Presnyak et al., 2015; Radhakrishnan and Green, 2016; Forrest et al., 2020; Hia et al., 2019; Narula et al., 2019; Wu et al., 2019). Codon composition can impact protein synthesis through distinct concepts such as codon optimality, rare codons, and stalling sequences (Hanson and Coller, 2018). Among these, rare codons - specific codons that are not frequently used in certain organisms - have been prominently studied in yeast models, though fewer studies have examined their effects in human cells. To investigate the effects of rare codons in more detail in human cells, we created a reporter construct containing a *Renilla* luciferase open reading frame, wherein the final 30 codons were replaced by synonymous but rarely used codons (Figure 1A), guided by the codon rarely utilized scores sourced from the Codon-Usage Database (https://www.kazusa.or.jp/codon/). This change was designed to reduce the translation speed without altering the resulting amino acid sequence (Hussmann et al., 2015; Weinberg et al., 2016; Nakahigashi et al., 2014; Gardin et al., 2014; Yu et al., 2015; Letzring et al., 2010). To find out whether the expected decrease in ribosome translocation rates indeed alters mRNA stability, we measured the half-life of the reporter mRNA in human HEK293T cells. As expected, introducing the rare codon stretch into the *Renilla* luciferase open reading frame significantly reduced the half-life of the translated mRNA from >10 hr to 8.0±4.4 hr (Figure 1B and C). This result confirms that codon composition directly affects mRNA stability in human cells (Chen and Coller, 2016), and is in line with previous reports describing a correlation between codon optimality and mRNA stability in various mammalian cell systems (Bazzini et al., 2016; Radhakrishnan and Green, 2016; Schwanhäusser et al., 2011; Goodarzi et al., 2016).

**Figure 1.**
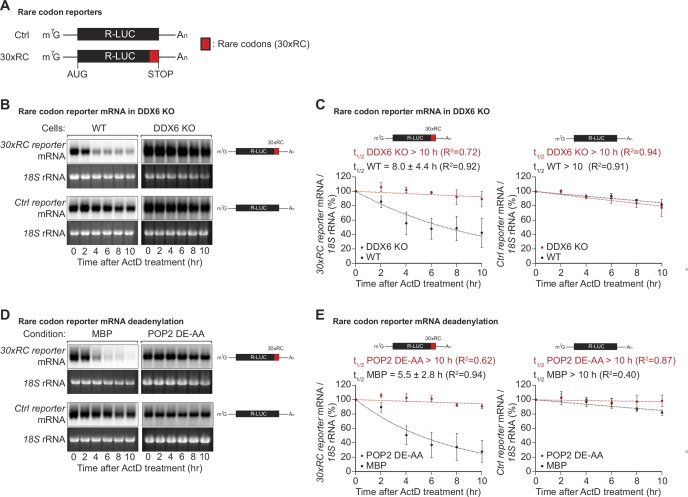
DDX6 functions as a sensor of rare codon-triggered mRNA decay in human cells. (**A**) Schematic representation of the reporters used in panels (**B, D**). (**B**) Wild-type (WT) and DDX6 KO HEK293T cells were transfected with indicated reporter plasmids. After 48 hr, cells were treated with actinomycin D (ActD) and harvested at the indicated time points. Reporter mRNA levels were analyzed by northern blotting. *18* S rRNA ethidium bromide staining shows equal loading. (**C**) Relative reporter mRNA levels from panel B at time point zero (before ActD addition) were deﬁned as 100%. Relative reporter mRNA levels were plotted as a function of time. Circles represent the mean value and error bars the standard deviation (SD) (n=3). The decay curves were ﬁtted to an exponential decay with a single component (dotted lines). R^2^ values are indicated for each curve. The half-life of each mRNA in WT and DDX6 KO cells is represented as the mean ± SD. (**D**) HEK293T cells were transfected with MBP or POP2 dominant negative mutant (POP2 DE-AA) and indicated reporter plasmids. After 48 hr, cells were treated with ActD and harvested at the indicated time points. Reporter mRNA levels were analyzed by northern blotting. *18* S rRNA ethidium bromide staining shows equal loading. (**E**) Relative reporter mRNA levels from panel D at time point zero (before ActD addition) were deﬁned as 100%. Relative reporter mRNA levels were plotted as a function of time. Circles represent the mean value and error bars the SD (n=3). The decay curves were ﬁtted to an exponential decay with a single component (dotted lines). R^2^ values are indicated for each curve. The half-life of each reporter mRNA in WT and POP2 DE-AA overexpressing cells is represented as the mean ± SD. Figure 1—source data 1.Original file for the northern blot analysis in Figure 1B. Figure 1—source data 2.PDF containing Figure 1B and original scans of the relevant northern blot analysis with highlighted bands and sample labels. Figure 1—source data 3.Original file for the northern blot analysis in Figure 1D. Figure 1—source data 4.PDF containing Figure 1D and original scans of the relevant northern blot analysis with highlighted bands and sample labels.

**Figure 1—figure supplement 1.**
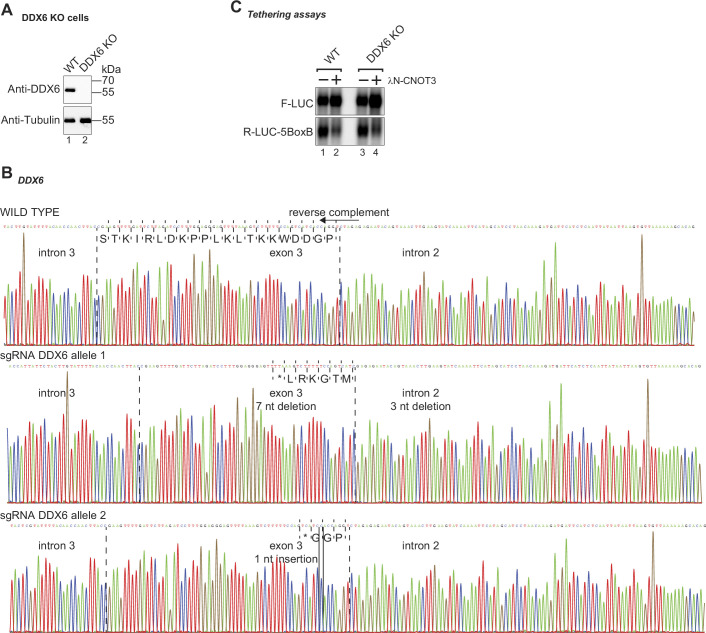
Characterization of HEK293T DDX6 KO cells. (**A**) Immunoblots were probed with antibodies recognizing DDX6 and Tubulin. (**B**) Sanger sequencing of the DDX6 genomic region targeted by the DDX6 sgRNA. Frameshift mutations were detected in exon 3 of both alleles. These generate premature STOP codons (PTC) and deletions in DDX6. (**C**) Northern blot analysis of CNOT3 tethered to an R-LUC reporter mRNA in HEK293T WT or DDX6 KO cells. Indicated cells were transfected with a mixture of three plasmids: 1. expressing the Renilla luciferase (R-LUC) containing 5BoxB reporter, 2. expressing the Firefly luciferase (F-LUC) as a transfection control, and 3. expressing the λN-HA peptide (−) or λN-HA-CNOT3 (+). Figure 1—figure supplement 1—source data 1.Original file for the western blot analysis in Figure 1—figure supplement 1A. Figure 1—figure supplement 1—source data 2.PDF containing Figure 1—figure supplement 1A and original scans of the relevant western blot analysis with highlighted bands and sample labels. Figure 1—figure supplement 1—source data 3.Original file for the northern blot analysis in Figure 1—figure supplement 1C. Figure 1—figure supplement 1—source data 4.PDF containing Figure 1—figure supplement 1C and original scans of the relevant northern blot analysis with highlighted bands and sample labels.

In *Saccharomyces cerevisiae* (*S.c*.) the DEAD-box RNA helicase Dhh1p (ortholog of human DDX6) has been shown to act as a sensor of codon optimality (Sweet et al., 2012; Radhakrishnan et al., 2016). To test whether its human ortholog DDX6 is needed to trigger the decay of not optimally translated mRNAs, we created HEK293T DDX6 KO cells using CRISPR/Cas9-mediated gene editing. Loss of DDX6 protein expression was verified by western blotting and sequencing of the genomic target site (Figure 1—figure supplement 1A,B). Remarkably, the loss of DDX6 significantly stabilized the non-optimal codon-containing reporter, resulting in a measured half-life comparable to that of the respective control reporter (>10 hr vs 8.0±4.4 hr) (Figure 1B and C right panel). These results indicate that DDX6 acts as a sensor of codon optimality and that this function is evolutionarily conserved from yeast to mammals.

In budding and fission yeast, co-translational degradation of mRNAs is mediated by the 5′-to-3′ decay pathway (Hu et al., 2009; Pelechano et al., 2015). It has also been reported that maternal codon-mediated mRNA clearance in zebrafish is triggered by co-translational CCR4-NOT-dependent deadenylation (Mishima and Tomari, 2017). To test whether the observed degradation of the rare-codon reporter is dependent on CCR4-NOT, we measured its half-life in cells overexpressing a catalytically inactive POP2 deadenylase mutant (POP2 DE-AA). Blocking CCR4-NOT dependent deadenylation indeed resulted in marked stabilization of the reporter mRNA, with half-lives increasing from 5.5±2.8 hr to >10 hr (Figure 1D and E). This result shows that in human cells, mRNA decay triggered by rare codon-related slow ribosome movement is initiated by CCR4-NOT-dependent deadenylation of the target mRNA.

Previous studies have shown that both the helicase DDX6 and CCR4-NOT-dependent deadenylation were required for mRNA decay triggered by a slowed ribosome. However, whether DDX6 directly regulates the deadenylation activity of CCR4-NOT was not investigated. Given that the CCR4-NOT complex is known to interact with the empty ribosome E-site in both yeast and humans (Absmeier et al., 2023; Buschauer et al., 2020), the potential impact of DDX6 on CCR4-NOT function was an important open question. By using tethering assays with CNOT3, a major subunit of the CCR4-NOT complex known to interact with the empty E site of the ribosome (Absmeier et al., 2023), we have demonstrated that knockout of DDX6 does not affect the deadenylation activity of the complex (Figure 1—figure supplement 1C). This suggests that DDX6 participates in the mRNA decay process triggered by a slowed ribosome through a different mechanism, rather than by modulating CCR4-NOT activity. This additional data helps provide a more complete understanding of the mechanisms underlying mRNA decay in the context of a slowed ribosome.

### DDX6 associates with the ribosome components

To sense translation speed, it has been proposed that DDX6 may engage in physical interactions with the ribosome, and yeast Dhh1p has indeed been found to co-purify with ribosomal components (Radhakrishnan et al., 2016; Sweet et al., 2012; Drummond et al., 2011). To test whether human DDX6 interacts with the ribosome, we performed in vitro pulldown assays with recombinant DDX6 purified from *Escherichia coli* (*E. coli*) lysates, and endogenous ribosomal complex components purified from HEK293T cells. Streptavidin-tagged DDX6 pulled down several ribosomal protein components (labeled with a red dot), whereas no such interaction was observed in the corresponding streptavidin-MBP pulldown (Figure 2A, lane 4 vs 6). Despite RNase I treatment to eliminate potential RNA bridges, it remains possible that factors associated with the ribosome and interacting with DDX6 persist even after purification from the sucrose cushion. These results, together with previous studies demonstrating the involvement of DDX6 orthologs in ribosome-associated processes, suggest that the ability of DDX6 orthologs to associate with ribosomes is a conserved feature across different species.

**Figure 2.**
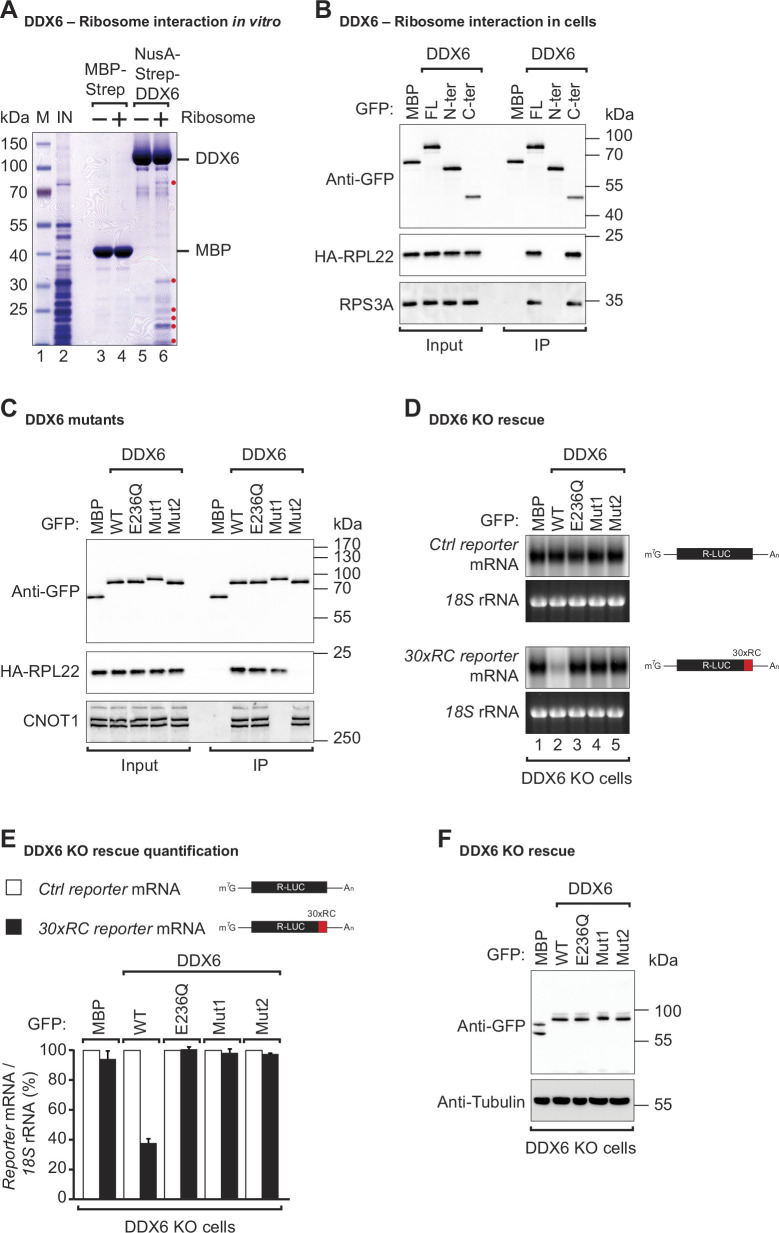
DDX6 interacts with ribosomal proteins in human cells. (**A**) The interaction between the recombinant NusA-Strep-DDX6 and purified human ribosomal proteins was analyzed by SDS-PAGE and stained with Coomassie blue. Input lysate (1%) and bound fractions (20%) were loaded. (**B**) Western blot showing the interaction between GFP-tagged DDX6 full-length/N-ter/C-ter with HA-tagged RPL22 and endogenous RPS3A in human HEK293T cells. GFP-tagged MBP served as a negative control. For the GFP-tagged proteins, the HA-tagged RPL22, and the endogenous RPS3A, 1% of the input and 20% of the immunoprecipitate were loaded. N-ter: N-terminus; C-ter: C-terminus. (**C**) Immunoprecipitation assay showing the interaction of GFP-tagged DDX6 (wild-type or the indicated mutants) with HA-tagged RPL22 or endogenous CNOT1 in HEK293T cells. Samples were analyzed as described in B. (**D**) DDX6 KO HEK293T cells were transfected with the control *Renilla* luciferase (R-LUC) reporter or a reporter containing 30 x rare codons and GFP-tagged DDX6 wild-type or mutants. After treating cells with ActD for 8 hr R-LUC mRNA levels were analyzed by northern blotting. 18 S rRNA ethidium bromide staining shows equal loading. (**E**) Relative control reporter mRNA levels from panel D were deﬁned as 100%. Relative 30 x rare codon reporter mRNA levels were plotted. Bars represent the mean value and error bars the standard deviation (n=3). (**F**) Immunoblot illustrating the expression of proteins used in the assay shown in panel D. Figure 2—source data 1.Original file for the SDS-PAGE in Figure 2A. Figure 2—source data 2.PDF containing Figure 2A and original scans of the relevant SDS-PAGE with highlighted bands and sample labels. Figure 2—source data 3.Original file for the western blot in Figure 2B. Figure 2—source data 4.PDF containing Figure 2B and original scans of the relevant western blot analysis with highlighted bands and sample labels. Figure 2—source data 5.Original file for the western blot in Figure 2C. Figure 2—source data 6.PDF containing Figure 2C and original scans of the relevant western blot analysis with highlighted bands and sample labels. Figure 2—source data 7.Original file for the northern blot in Figure 2D. Figure 2—source data 8.PDF containing Figure 2D and original scans of the relevant northern blot analysis with highlighted bands and sample labels. Figure 2—source data 9.Original file for the western blot in Figure 2F. Figure 2—source data 10.PDF containing Figure 2F and original scans of the relevant western blot analysis with highlighted bands and sample labels.

**Figure 2—figure supplement 1.**
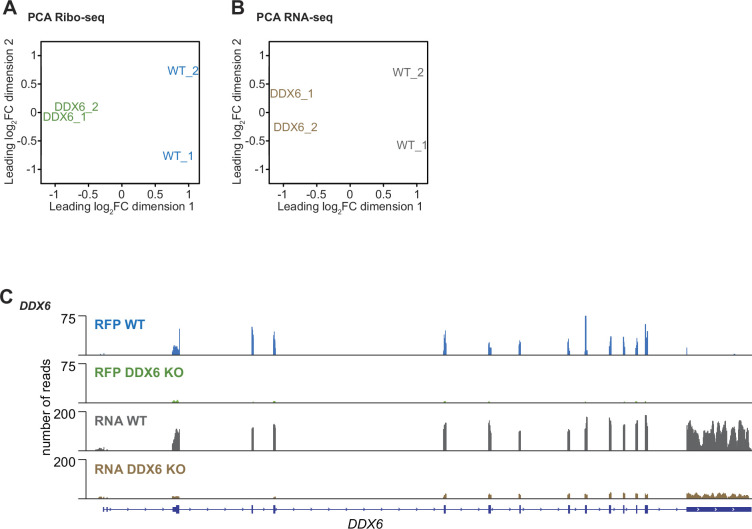
Multidimensional scaling analysis of Ribo-Seq and RNA-Seq and the ribosome footprints on mRNA read distribution in DDX6 KO Cells. (**A, B**) Multidimensional scaling (MDS) analysis for the Ribo-Seq (**A**) and RNA-Seq (**B**) replicate libraries from HEK293T wild-type (WT) and DDX6 KO cells. The Ribo-Seq and RNA-Seq experiments were reproducible as replicates clustered together. (**C**) Ribosome footprints (RFP) and total mRNA (RNA) reads distribution along DDX6 mRNA in wild-type (WT) and DDX6 KO cells. Of note, RFP and total RNA counts for DDX6 are drastically reduced in the knockout KO cells.

To determine precisely which part of DDX6 contacts the ribosome, we performed co-immunoprecipitations with DDX6 protein fragments in HEK293T cells. Since we did not know which ribosomal component was mediating the interaction with DDX6, immunoprecipitations were performed in the presence of RNaseI. RNaseI degrades unprotected mRNAs but leaves the ribosome structure and ribosome-protected RNA regions intact (Ingolia et al., 2012). We found that under these conditions, overexpressed full-length GFP-tagged DDX6 and the C-terminal RecA2 domain co-immunoprecipitated with both the HA-tagged large ribosomal subunit protein RPL22 and the small ribosomal subunit component RPS3A in human cells. In contrast, the N-terminal RecA1 domain did not interact with either subunit (Figure 2B). The RecA2 domain of DDX6 mediates multiple protein interactions. It binds the Mid domain of eIF4G (MIF4G) of NOT1 which stimulates the DDX6-ATPase activity by stabilizing it in an activated conformation (Mathys et al., 2014; Chen et al., 2014). In addition to providing a link to the CCR4-NOT deadenylase complex, the RecA2 domain of DDX6 also mediates interactions with other regulatory proteins e.g., EDC3, LSM14A, PATL1, 4E-T, and GIGYF1/2. These proteins interact with DDX6 RecA2 through their Phe-Asp-Phe (FDF) motifs in a mutually exclusive manner, thereby either facilitating mRNA decay by linking the deadenylation machinery to the core decapping complex or inducing translational repression (Fromm et al., 2012; Tritschler et al., 2008; Nissan et al., 2010; Sharif et al., 2013; Tritschler et al., 2009; Brandmann et al., 2018; Ozgur et al., 2015a; Peter et al., 2019).

To obtain further insights into how DDX6 interacts with the ribosome, we compared the interactions of different DDX6 mutants with the large ribosomal subunit protein RPL22 in HEK293T cells. In particular, we used a DDX6 mutant (Mut1; R94E+F101 D+Q322 A+N324 A+R375 A) that does not interact with NOT1 but still interacts with the FDF-motif proteins. We also tested a mutant with substitutions on the FDF-binding surface (Mut2; Q209A+H312 A+T316 A+R320 A+R335 A+K341 A+K342 A). These mutations prevent binding to regulatory factors such as EDC3, LSM14A, PATL1, 4E-T, and GIGYF1/2, thereby breaking the link with the decapping and translation repression machinery (Tritschler et al., 2009; Kuzuoğlu-Öztürk et al., 2016; Ozgur et al., 2015a; Peter et al., 2019). As a control, we also tested a DDX6 DEAD-box mutant (E236Q). Interestingly, the mutation of the FDF-binding surface abolished DDX6’s interaction with the ribosomal protein RPL22, whereas mutations disrupting the interaction with NOT1 and mutation of the DEAD-box motif did not interfere with ribosome binding (Figure 2C). The DDX6 mutant with a modified FDF motif (Mut2) still interacted with NOT1, indicating that protein folding was not compromised (Figure 2C). In summary, these results demonstrate that DDX6 interacts with the ribosome via the same region that provides a link to the decapping and translation repression machinery.

DDX6 belongs to the DEAD-box family of RNA-dependent ATPases/helicases (Ozgur et al., 2015b; Presnyak and Coller, 2013; Russell et al., 2013). To test whether the ATPase activity is required to promote the decay of rare-codon reporter mRNA, we complemented HEK293T DDX6 KO cells with either wild-type (WT) or DEAD-box mutant (E236Q) DDX6. Interestingly, loss of the ATPase activity completely abolished DDX6’s ability to induce a decay of the rare-codon reporter mRNA (Figure 2D lane 2 vs lane 3 and Figure 2E). Sweet et al. found similarly that in yeast, Dhh1p interaction with polysomes following translation inhibition was dependent on its ATPase activity Sweet et al., 2012.

To test whether the interactions mediated by the DDX6 RecA2 domain are also necessary for stalling mediated decay, we complemented DDX6 KO HEK293T cells with either the NOT1 binding mutant (Mut1) or FDF-pocket mutant (Mut2) of DDX6 and examined their effect on the stability of the non-optimal codon reporter. Stalling-mediated mRNA decay was only observed in the presence of WT DDX6 (Figure 2D lane 2 and Figure 2E). Loss of contact with NOT1 (Mut1) or of FDF-mediated interactions (Mut2) rendered DDX6 inactive (Figure 2D lanes 4, 5, and Figure 2E). All proteins were expressed at equivalent levels (Figure 2F). These data show that DDX6 interacts with the ribosome via its C-terminal RecA2 domain and that all domains and its catalytic activity are required for DDX6 to mediate mRNA decay of a poorly translated reporter.

### Identification of endogenous mRNAs targeted by DDX6 for decay because of inefficient translation elongation

To determine which cellular mRNAs are naturally sensed by DDX6 and targeted for decay, we performed ribosome profiling combined with RNA sequencing (RNA-seq) in HEK293T WT and DDX6 KO cells. 

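HEK293T is a human embryonic kidney cell line. RNA-seq counts reads from RNA extracted from the cells, and Ribo-seq, the sequencing step of ribosome profiling, counts the mRNA fragments that ribosomes protect from digestion. The paper calls the former total RNA libraries and names the Illumina TruSeq RNA Sample Prep Kit. Its text does not state whether RNA with a poly(A) tail was selected, so RNA-seq levels and TE may depend on poly(A) tails. The data comprise 8 libraries, with 2 replicates each of WT and DDX6 KO cells in both assays. Each culture was grown for 24 hr on dishes of 15 cm before it was harvested. The authors removed rRNA reads with Bowtie2, mapped the remaining reads with TopHat2 and counted them per gene with QuasR. They deposited these counts per gene symbol, without normalization. The paper's text does not name the genome build, the gene annotation or the edgeR test. The RNA-seq libraries held 21283931 and 18988054 counted reads in WT cells and 23870382 and 24533798 in DDX6 KO cells. The Ribo-seq libraries held 6220932 and 5259461 counted reads in WT cells and 6696599 and 8223329 in DDX6 KO cells. The paper reports 21 M to 27 M mapped reads for RNA-seq and 3 M to 4 M for ribosome profiling, and the values given here rest on the counted reads. Counts were normalized within each assay with edgeR's TMM method and are given as CPM, counts scaled to the normalized library size. The filter on low counts (edgeR's filterByExpr) left 14456 genes for RNA-seq and 14102 genes for Ribo-seq. DDX6 KO was compared with WT by edgeR's quasi-likelihood test, without a term for the replicate. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and FDR under 0.005 was the threshold, as in the paper. With 2 replicates per group, an SD rests on 2 libraries. Counts cover counting error only. A fold change against a genotype with at most 3 counts in both libraries is given as a lower bound, computed against 3 counts. Gene positions are those of GENCODE release 29 on GRCh38.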

Ribosome profiling involves high-throughput sequencing of the RNA footprints of polyribosomes subjected to in vitro RNA digestion (Ingolia et al., 2009; McGlincy and Ingolia, 2017). This technique can thus reveal genome-wide ribosome occupancy with nucleotide resolution, providing insights into the number and position of ribosomes bound throughout the transcriptome (Ingolia et al., 2012). While the overall ribosome occupancy on a given transcript is a proxy for protein synthesis levels, the distribution of ribosome footprints within a transcript is a measure of local ribosome speed. In particular, ribosome footprints tend to accumulate at sites with reduced ribosome speed (Ingolia et al., 2011) and can, therefore, be used to study ribosome pausing or stalling (Li et al., 2012; Guydosh and Green, 2014; Gamble et al., 2016). To investigate a possible link between locally increased ribosome occupancy, indicative of slow ribosome elongation, and DDX6-dependent mRNA decay, we compared the RNA-seq and ribosome profiling data of HEK293T WT and DDX6 KO cells. 

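The leading log2 fold change over the 500 genes that differed most between a pair of libraries, the distance behind an edgeR MDS plot, was 1.04 between the WT replicates and 1.11 between the DDX6 KO replicates in RNA-seq. Between genotypes it ranged from 2.39 to 2.50. In Ribo-seq, the distance was 1.09 between the WT replicates and 0.997 between the DDX6 KO replicates, against 1.98 to 2.09 between genotypes. Over all genes, the RNA-seq distance was 0.300 and 0.327 between replicates and 0.658 to 0.693 between genotypes. Replicates varied more than sampling noise alone would give, with chi-square values per degree of freedom from 5.47 to 15.2 against 1 for noise. DDX6 (ENSG00000110367.12) lies on the minus strand of chromosome 11 from 118747766 to 118791149. Its RNA-seq level was 179 ± 5.12 CPM (SD, n = 2) in WT cells and 24.1 ± 0.900 (SD, n = 2) in DDX6 KO cells. The log2 fold change was -2.89 (standard error 0.117, adjusted p = 2.03e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its footprints measured 174 ± 12.6 CPM (SD, n = 2) in WT cells and 13.0 ± 5.28 (SD, n = 2) in DDX6 KO cells. The footprint log2 fold change was -3.72 (standard error 0.196, adjusted p = 1.34e-07 from the same test). With each library left out in turn, the DDX6 value stayed between -2.93 and -2.84 in RNA-seq and between -4.23 and -3.37 in Ribo-seq.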

Experimental replicates were comparable as they clustered together (Figure 2—figure supplement 1A,B) and reduced DDX6 mRNA expression and translation further validated the HEK293T DDX6 KO cell line (Figure 2—figure supplement 1C). 

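Of the 14456 genes tested in RNA-seq, 1227 were upregulated in DDX6 KO cells at FDR under 0.005. With FDR under 0.05, the alternative that moved this number most, 2643 genes were upregulated. Of the genes with at least 10 counts on average per library, ZDHHC15, ACSL5 and ADAMTS12 had the largest fitted log2 fold changes. For genes with 0 or few WT counts this order depends on the prior count, and an order by lower bounds would differ. ACSL5 (ENSG00000197142.10, chromosome 10 from 112374018 to 112428380) had 3 and 1 counts in the WT libraries and 491 and 509 in the DDX6 KO libraries, so its RNA was at least 126-fold higher (adjusted p = 4.88e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ACSL5 footprints were at least 62.5-fold higher. ADAMTS12 (ENSG00000151388.10, chromosome 5 from 33523535 to 33892192) was at least 21.1-fold higher (adjusted p = 1.61e-05). ZDHHC15 (ENSG00000102383.13, chromosome X from 75368427 to 75523502) had 0 counts in both WT libraries and was at least 17.4-fold higher (adjusted p = 2.30e-05), while its footprints already numbered 59 and 32 in the WT libraries. Across genes, the RNA-seq log2 fold change rose with the GC content of the coding sequence (Spearman rho = 0.435 over 12307 genes, which are not independent replicates). With that trend removed, an alternative chosen after the data were seen, 921 genes were upregulated, and 755 of them were among the 1227.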

Comparison of the RNA-seq datasets revealed 1707 mRNAs specifically upregulated in the absence of DDX6 (FDR <0.005; Figure 3A and C). Of those, 298 transcripts were upregulated more than twofold (logFC >1). 

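With a log2 fold change above 1 as well, 463 genes were upregulated. Of these, 337 are listed in the authors' deposited RNA-seq comparison, and all 337 pass the same thresholds there. When only the genes listed in that comparison were tested, 324 genes passed. The likelihood ratio test of edgeR gave 590.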

Gene ontology analysis revealed enrichment for transcripts coding for proteins that localize in the extracellular space, to membranes or are involved in signaling or cell adhesion (Figure 3E). On the other hand, 1484 transcripts were significantly downregulated (FDR <0.005; Figure 3A and C), 156 more than twofold (logFC < –1). In addition, comparing the ribosome profiling and RNA-seq data allowed us to identify changes in translation efficiency (TE). 

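By the same test, 953 genes were downregulated in DDX6 KO cells, and 275 of them had a log2 fold change below -1. With the trend on GC content of the coding sequence removed, 908 genes were downregulated, and 622 of them were among the 953. RIPPLY3, ZNF502 and CPQ had the largest fitted decreases among genes with at least 10 counts on average per library, an order that depends on the prior count and would differ by lower bounds. All 3 had 0 RNA-seq counts in both DDX6 KO libraries. RIPPLY3 (ENSG00000183145.8, chromosome 21 from 37006150 to 37019659) fell from 62 and 74 counts in the WT libraries and was at least 28.1-fold lower (adjusted p = 1.41e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ZNF502 (ENSG00000196653.11, chromosome 3 from 44712643 to 44723831) was at least 26.2-fold lower (adjusted p = 1.28e-05), and CPQ (ENSG00000104324.15, chromosome 8 from 96645227 to 97149654) at least 20.8-fold lower (adjusted p = 3.37e-05). Footprints on CPQ fell to 2 counts in both DDX6 KO libraries. Footprints on RIPPLY3 remained at 41 and 39 counts and those on ZNF502 at 36 and 23.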

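TE was taken as the ratio of Ribo-seq to RNA-seq counts. Its change was tested as the interaction of assay and genotype in a single edgeR quasi-likelihood model over all 8 libraries, with TMM normalization within each assay. RiboDiff, which the authors used, was not run. The 12957 genes that passed the filter on low counts in both assays were tested. In Ribo-seq alone, 537 genes were upregulated and 283 downregulated in DDX6 KO cells at FDR under 0.005. Across the 12957 genes, which are not independent replicates, the RNA-seq and Ribo-seq log2 fold changes had a Pearson correlation of 0.673 and a Spearman correlation of 0.557. With at least 10 counts in every library, the Pearson correlation was 0.594.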

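In this test, TE was higher in DDX6 KO cells for 92 genes, and 88 of them had a log2 change in TE above 1. Of the 92, 79 are listed in the authors' deposited TE comparison, and all 79 are among its upregulated genes. The number of genes depended on the test. It also depended on whether equal replicate numbers were taken to pair libraries, which nothing states. The edgeR likelihood ratio test gave 316 genes, which included all 92. A limma test of the log2 ratio of Ribo-seq to RNA-seq in each pair of libraries gave 0 at the same threshold, with 3935 genes at an unadjusted p under 0.05. ZNF502, RIPPLY3 and ZNF619 had the largest fitted increases among genes with at least 10 counts on average per library in each assay. All 3 had at most 2 RNA-seq counts in every DDX6 KO library, so their TE increases come from lost RNA. TE was at least 20.7-fold higher for ZNF502 (adjusted p = 0.00123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at least 17.2-fold higher for RIPPLY3 (adjusted p = 0.000786) and at least 28.3-fold higher for ZNF619 (adjusted p = 0.000329). ZNF619 (ENSG00000177873.12, chromosome 3 from 40477113 to 40490236) had 354 and 251 RNA-seq counts in the WT libraries. Its footprints fell from 131 and 102 counts in WT cells to 26 and 46 in DDX6 KO cells.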

Remarkably, 260 transcripts were translationally upregulated in DDX6 KO cells (FDR <0.005; Figure 3B and D), 152 more than twofold (logFC >1). 

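Zinc finger genes were taken as those whose symbol is ZNF, ZFP, ZSCAN or ZKSCAN followed by a number, and 475 of the 12957 genes tested for TE met this definition. Of the 92 translationally upregulated genes, 36 (39.1%) were zinc finger genes, against 3.67% of all genes tested (odds ratio 18.2, two-sided Fisher's exact test, p = 3.93e-28). This p takes genes as independent, which they are not. At FDR under 0.05, 105 of 393 genes (26.7%) were. The TE of 397 of the 475 genes (83.6%) was higher in DDX6 KO cells, against 47.5% of the other genes. The median log2 change in TE of the 475 genes was 0.59 (camera with a preset correlation of 0.01, p = 3.91e-31). This call also held under fry (p = 0.00119) and with the correlation estimated from the data (p = 0.00753). In Ribo-seq, the median log2 fold change of the 545 zinc finger genes tested was 0.42 (camera p = 3.64e-17, fry p = 0.00939, estimated correlation p = 0.0396). In RNA-seq, the median over 486 genes was -0.21 (camera p = 0.00119), a decrease that did not hold under fry (p = 0.0698) or with the estimated correlation (p = 0.326). Of the 545 zinc finger genes tested in Ribo-seq, 92 were upregulated and 1 was downregulated. Of the 486 tested in RNA-seq, 14 were upregulated and 40 downregulated. Of the 36 translationally upregulated zinc finger genes, 33 had more footprints and 35 had less RNA in DDX6 KO cells. Figure 3B lists 20 zinc finger genes. Of these, 19 passed the TE threshold, 18 had a footprint log2 fold change above 0 and all 20 had an RNA-seq log2 fold change below 0. Both lists were selected for higher TE on these libraries, so more footprints and less RNA are in part built in. The median log10 TE of the zinc finger genes was -0.0561 and -0.0255 in the WT replicates and 0.207 and 0.169 in the DDX6 KO replicates. The other genes had medians from -0.0611 to -0.0509 in these replicates.

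**Figure D1:**
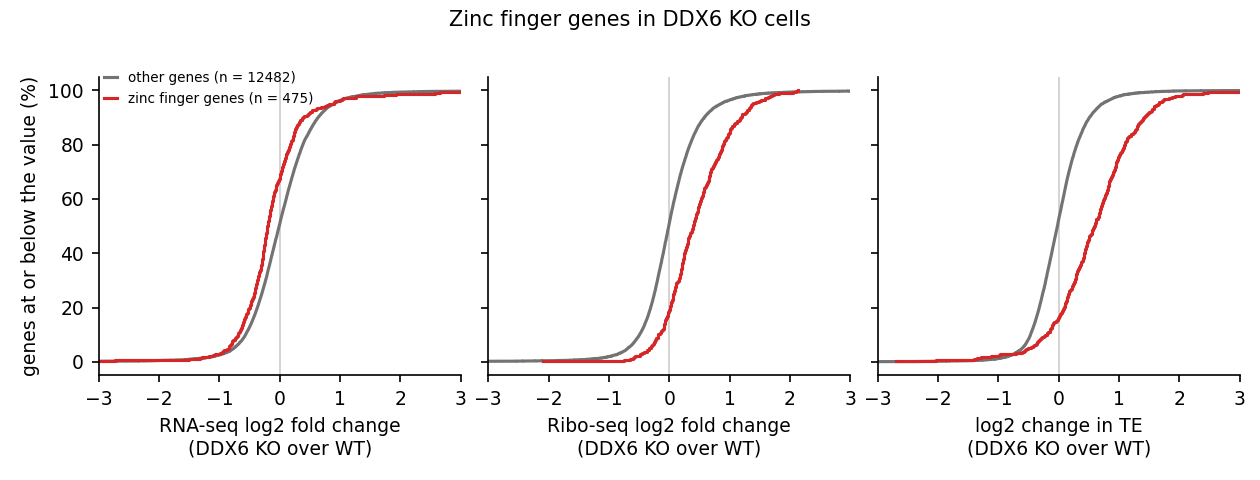
Cumulative distribution of the log2 change between DDX6 KO and WT cells in RNA-seq, in Ribo-seq and in TE, for the 475 zinc finger genes and the other genes tested for TE. The y axis gives the percent of genes at or below each value, and values beyond -3 and 3 are not drawn. The zinc finger genes lie to the right of the others in Ribo-seq, with a median of 0.40, and in TE, with a median of 0.59, and to the left in RNA-seq, with a median of -0.20.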

Functional characterization of these target genes revealed a strong predominance of genes encoding zinc finger transcription factors (89 of the 260 translationally upregulated genes; 34%; FDR = 2.5E-46) (Figure 3B and D). Accordingly, GO-analysis showed an enrichment for DNA binding proteins and factors involved in transcription (Figure 3F). In contrast, only 38 transcripts showed significant downregulation in TE (FDR <0.005; Figure 3B and D), 17 more than twofold (logFC < –1), with no functional association as measured by GO analysis. These results suggest that the loss of DDX6 has a profound effect on the translation efficiency of a specific class of mRNAs and led us to investigate the common molecular features of the 260 mRNA targets translationally repressed by DDX6. 

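TE was lower in DDX6 KO cells for 13 genes, and 12 of them had a log2 change in TE below -1. The number ran from 6, with only the genes of the authors' deposited comparison tested, to 66 with the edgeR likelihood ratio test and 90 at FDR under 0.05, among alternatives without a term for the replicate that called any gene. Of the 13, 1 was a zinc finger gene. ZDHHC15 and GHR were among the genes with the largest decreases, out of those with at least 10 counts on average per library in each assay. For ZDHHC15, TE was at least 20.0-fold lower (adjusted p = 0.000781 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 0 RNA-seq counts but 59 and 32 footprints in the WT libraries, and its footprint log2 fold change was -0.22 (adjusted p = 0.595, same test). Its TE decrease thus comes from gained RNA. A fixed background of footprint reads was not tested for ZDHHC15. The log2 change in TE was -2.72 (standard error 0.300, adjusted p = 0.000781) for GHR (ENSG00000112964.13, chromosome 5 from 42423777 to 42721878). The RNA of GHR rose from 1.50 to 10.6 CPM while its footprints stayed at 10.9 and 11.7 CPM, a log2 fold change of 0.12 (standard error 0.206, adjusted p = 0.725).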

Comparison of the 260 upregulated mRNAs in DDX6 KO cells revealed that these mRNAs have significantly lower coding sequence (CDS) GC content than the rest of the mRNAs expressed in the same cells (Figure 3—figure supplement 1A). Furthermore, DDX6-regulated CDSes appear to be longer than unaffected mRNA CDSes (Figure 3—figure supplement 1B). 

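The longest complete coding sequence annotated for each gene in GENCODE release 29 was used, and 91 of the 92 translationally upregulated genes had one. Their median CDS GC content was 43.99% (interquartile range 40.1% to 47.9%). That of the 12318 other genes tested was 52.4% (45.2% to 59.7%). The difference of medians was -8.43 percentage points (one-sided permutation test of the rank sum with 100000 resamples, p = 1e-05, the smallest they can give). With zinc finger genes left out, the alternative that moved it most, it was -6.56 percentage points. Genes are not independent replicates. Across all 12307 genes with a value in each assay, the log2 change in TE fell with CDS GC content (Spearman rho = -0.474). In Ribo-seq alone the log2 fold change hardly varied with CDS GC content (rho = 0.034), so the trend in TE lies in the RNA-seq libraries. The paper considers the zinc finger genes, the gene ontology and the few genes with lower TE together. From these results it proposes that loss of DDX6 affects the translation efficiency of a specific class of mRNAs.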

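The median CDS length was 1977 nt (interquartile range 1676 to 2727 nt) for the 91 translationally upregulated genes and 1446 nt (903 to 2307 nt) for the 12318 other genes, a difference of 531 nt (one-sided permutation test of the rank sum, p = 1e-05, the smallest that 100000 resamples can give). With the shortest annotated coding sequence of each gene, the difference was 588 nt (same permutation test over the 91 and 12318 genes, p = 0.00318). Without zinc finger genes, it was 711 nt, over 55 translationally upregulated genes.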

Interestingly, in mammals, low codon GC content is correlated with low codon optimality (Plotkin and Kudla, 2011). Thus, DDX6 may be involved in the regulation of the translation efficiency of mRNAs with low codon optimality across the whole transcript CDS and thus low transcript stability (Forrest et al., 2020; Hia et al., 2019; Wu et al., 2019; Narula et al., 2019). To this end we compared DDX6 translationally regulated mRNAs with a transcriptome-wide prediction analysis of mRNA stabilities based on the codon composition (Diez et al., 2022) and found that mRNAs translationally regulated by DDX6 (TE up in DDX6 KO cells) are associated with a substantially lower predicted mRNA stability score (Figure 3G). In agreement with our data that many transcripts with increased TE in DDX6 KO cells encode zinc finger transcription factors, Diez et al. also report that mRNAs encoding zinc finger transcription factors collectively show a lower stability score than the average transcriptome. These findings suggest that DDX6 translationally regulates a specific group of mRNAs with low codon optimality and, therefore, low stability. Interestingly, DDX6-regulated mRNAs were not found to have a significantly lower TE than the other mRNAs expressed in the cells; however, loss of DDX6 significantly increased the TE of this subset of mRNAs above the overall TE (Figure 3—figure supplement 1C).

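TE levels were computed as log10 of Ribo-seq over RNA-seq CPM, with 0.5 counts added, and averaged over the replicates. In WT cells, the median was -0.092 for the 92 translationally upregulated genes and -0.060 for the 12852 genes whose TE did not change. The difference of -0.032 was not significant (two-sided permutation test of the rank sum with 100000 resamples, p = 0.628). At FDR under 0.05, the 393 upregulated genes had a WT median lower by more, with a difference of -0.046 (same permutation test, p = 0.0304). In DDX6 KO cells, the median of the 92 genes was 0.320, which is 0.380 above the WT median of the unchanged genes (same permutation test, p = 1e-05, the smallest the resamples can give). These genes were selected on the same libraries. In 100 simulated datasets in which genes with raised TE did not differ in WT TE, the difference in WT cells for the genes called ranged from -0.112 to 0.076.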

**Figure 3.**
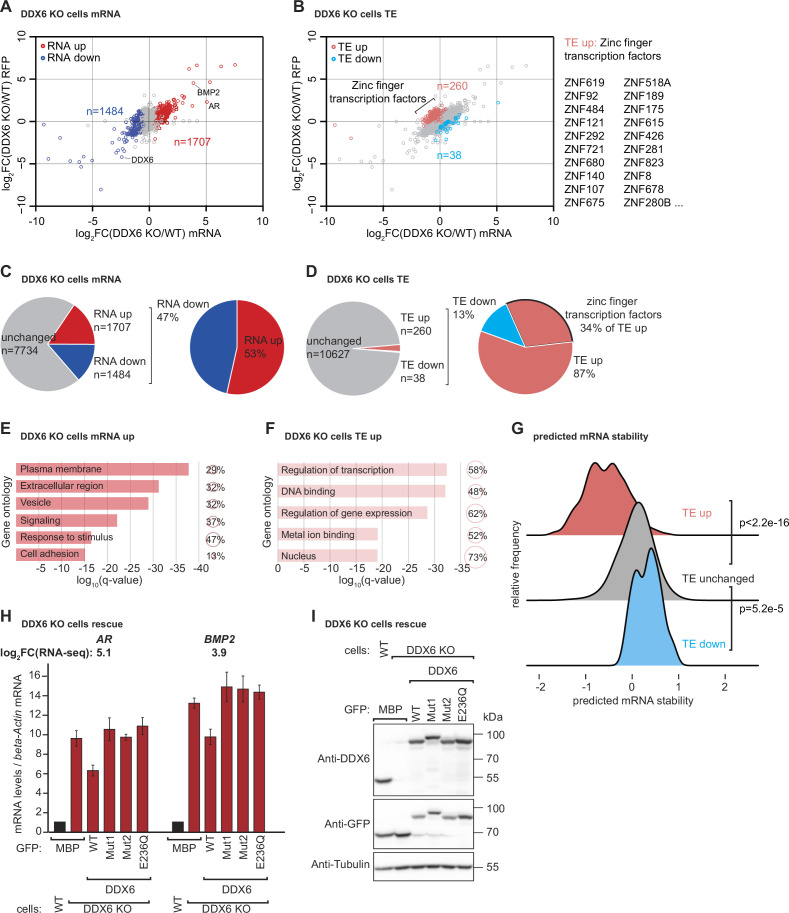
DDX6 controls mRNA abundance and translational efficiency in human cells. (**A**) Comparative analysis of translational efficiency (TE) in wild-type (WT) HEK293T and DDX6 KO cells. Genes with significantly (FDR <0.005) increased (n=1707 genes) and decreased (n=1484 genes) mRNA abundance are colored in red and blue, respectively. (**B**) Comparative analysis of TE in WT HEK293T and DDX6 KO cells. Genes with significantly (FDR <0.005) increased (n=260 genes) and decreased (n=38 genes) TE are highlighted in salmon and cyan, respectively. The top 20 (total 89) of translationally upregulated zinc finger transcription factors in DDX6 KO cells are highlighted. (**C**) Pie charts indicating the fractions and absolute numbers of significantly (FDR <0.005) differentially expressed mRNAs in HEK293T WT and DDX6 KO cells as determined by RNA-seq. (**D**) Pie charts indicating the fractions and absolute numbers of significantly (FDR <0.005) differentially translated mRNAs in HEK293T WT and DDX6 KO cells as determined by Ribo-seq/RNA-seq. (**E**) Gene ontology of the biological processes associated with upregulated transcripts in DDX6 KO cells. Bar graph shows log_10_ q-values for each overrepresented category. Values and circles indicate the % of genes within each category. (**F**) Gene ontology of the biological processes associated with translationally upregulated transcripts in DDX6 KO cells. Bar graph shows log_10_ q-values for each overrepresented category. Values and circles indicate the % of genes within each category. (**G**) Ridgeline plots of predicted mRNA stability (Diez et al., 2022) of translationally upregulated unchanged/downregulated transcripts in DDX6 KO cells. Statistical significance was calculated with the one-sided Wilcoxon rank sum test. (**H**) qPCR analysis of *AR* and *BMP2* mRNA levels in HEK293T WT and DDX6 KO and rescued with GFP-tagged DDX6 (wild-type or the indicated mutants). log_2_FC values for each transcript as determined by the RNA-seq experiments are indicated. (**I**) Immunoblot depicting the expression of proteins used in the assay shown in panel G. Figure 3—source data 1.Original file for the westhern blot in Figure 3I. Figure 3—source data 2.PDF containing Figure 3I and original scans of the relevant western blot analysis with highlighted bands and sample labels.

**Figure 3—figure supplement 1.**
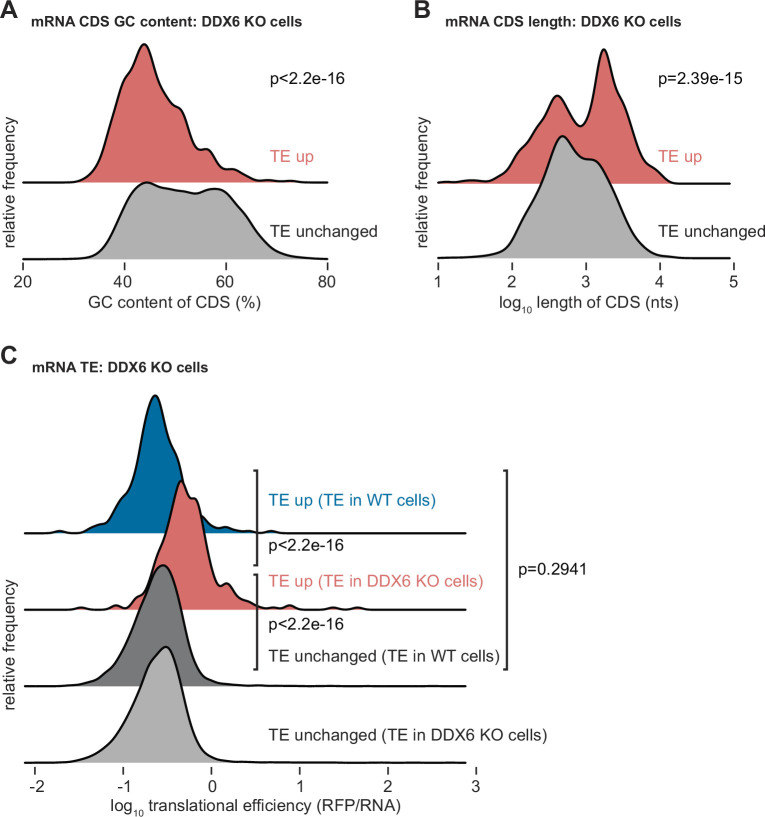
Characterization of DDX6 target mRNAs. (**A–C**) Ridgeline plots illustrating the GC content (**A**), coding sequence (CDS) length (**B**), and translational efficiency (TE) (**C**) of translationally regulated DDX6 target mRNAs. Statistical significance was calculated with the one-sided Wilcoxon rank sum test.

**Figure 3—figure supplement 2.**
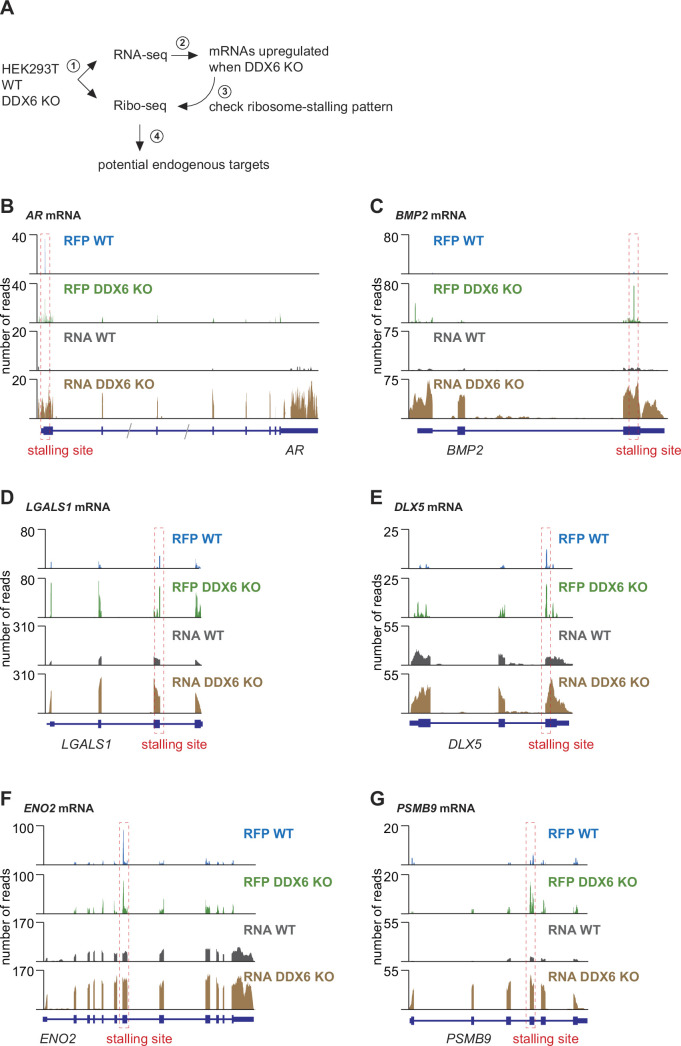
Identification of DDX6 target mRNAs. (**A**) Schematic representation of the experimental strategy to identify mRNAs targeted by DDX6 for translational repression and decay. (**B–G**) Ribosome footprints (RFP) and total mRNA (RNA) reads distribution along DDX6 target mRNAs in wild-type (WT) and DDX6 KO cells. Potential ribosome stalling sites are indicated in red dotted boxes.

**Figure 3—figure supplement 3.**
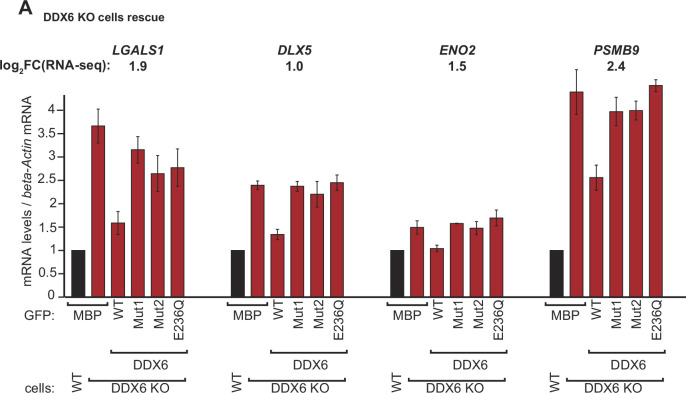
Validation of DDX6 target mRNAs. (**A**) qPCR analysis of *LGALS1*, *DLX5*, *ENO2,* and *PSMB9* mRNA levels in HEK293T wild-type (WT) and DDX6 KO and rescued with GFP-tagged DDX6 (wild-type or the indicated mutants). log_2_FC values for each transcript as determined by the RNA-seq experiments are indicated.

In addition to the unexpected finding that DDX6 translationally represses a specific group of endogenous transcripts, we reasoned that we should also find potential targets of DDX6-mediated mRNA decay in the group of mRNAs that are more abundant in the absence of DDX6. Based on our previous observations that DDX6 mediates decay of inefficiently translated mRNAs, we further reasoned that we could use the ribosome profiling data to identify upregulated mRNAs with locally increased ribosome occupancy, indicative of slow elongation rates (overview Figure 3—figure supplement 2A). 

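The 35 genes selected by the authors are listed in the Methods. In the RNA-seq comparison, all 35 had FDR under 0.005 and a log2 fold change above 1, both with p adjusted over all genes and adjusted over the list alone. The authors chose the list on these libraries by the same thresholds, so neither result is independent evidence. The log2 fold changes had a median of 1.55, and the lowest was 1.01. With at least 10 counts required in every library, 34 genes passed, because C1QTNF4, with 4 and 11 counts in the WT libraries, was not tested. Footprint counts rose as well. The footprint log2 fold change was above 0 for all 35 genes, with a median of 1.35, and 31 passed FDR under 0.005. The median log2 change in TE was -0.12. These totals per gene do not show where along an mRNA the footprints lie, and positions of footprints were not analysed here. DLX5 and SLC13A4 lie in a stretch of chromosome 7, from 77793728 to 156677130, whose 310 genes had a median RNA-seq log2 fold change of 0.37. PBXIP1 and SEMA6C lie in a stretch of chromosome 1, from 117863485 to 248826633, whose 550 genes had a median of -0.41, both medians with the trend on GC content left in.

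**Figure D2:**
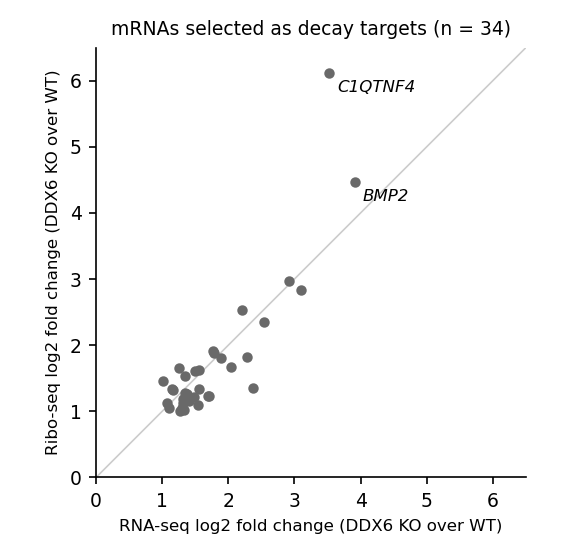
Ribo-seq against RNA-seq log2 fold change between DDX6 KO and WT cells for 34 of the 35 mRNAs selected as decay targets. Each point is a gene and the line marks equal changes. The points lie above 0 on both axes. The footprint value of C1QTNF4 depends on the prior count, since its WT libraries held 1 and 0 footprints.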

We manually screened the list of transcripts with logFC >1 and a statistically significant change (FDR <0.005) in the RNA-seq experiment (298 transcripts) for the presence of a local increase of ribosome footprints as measured by the coupled ribosome profiling experiment and found 35 genes that matched these criteria (Figure 3—figure supplement 2B–G and Material and methods). It is worth mentioning that one of the most highly upregulated mRNAs in DDX6 KO cells is the androgen receptor (*AR*) transcript containing CAG repeats, coding for a stretch of glutamine repeats (poly Q). The repetitive nature of this sequence makes it difficult to determine whether inefficient translation elongation occurs during decoding. However, it is interesting to note that a recent preprint suggests that CAG expansions can cause altered elongation kinetics that can lead to CAG expansion diseases like Huntington’s disease (Aviner et al., 2022). Repetitive codon sequences potentially lead to ribosome stalling because of limited tRNA availability (Dana and Tuller, 2014; Ishimura et al., 2014; Novoa and Ribas de Pouplana, 2012). Given the repetitive nature of the transcript, we hypothesized that *AR* mRNA could be a direct DDX6 target. We then used quantitative PCR (qPCR) to measure the levels of selected transcripts in WT, DDX6 KO cells, and DDX6 KO cells expressing either WT or mutant DDX6 exogenously. DDX6 dependency was detected in 6 of the 9 tested mRNAs (Figure 3H and Figure 3—figure supplement 3A *AR*, *BMP2*, *LGALS1*, *DLX5*, *ENO2*, *PSMB9*; see also changes in mRNA abundance as determined by RNA-seq; note that especially for *AR* and *ENO2* the changes in mRNA abundance appear to be underestimated by the qPCR analysis compared to the RNA-seq quantification which can possibly arise due to differences in normalization strategies of the different technologies or exact sample status). 

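In RNA-seq, BMP2 (ENSG00000125845.6, chromosome 20 from 6767664 to 6780280) rose from 1.89 ± 0.0979 to 28.6 ± 2.80 CPM (SD, n = 2). Its log2 fold change was 3.91 (standard error 0.199, adjusted p = 9.92e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LGALS1 (ENSG00000100097.11, chromosome 22 from 37675608 to 37679806) had a log2 fold change of 1.89 (standard error 0.176, adjusted p = 1.46e-05). For ENO2 (ENSG00000111674.8, chromosome 12 from 6913745 to 6923698) the value was 1.48 (standard error 0.137, adjusted p = 1.31e-05), and for PSMB9 (ENSG00000240065.7, chromosome 6 from 32844136 to 32859585) it was 2.37 (standard error 0.304, adjusted p = 0.000123). DLX5 (ENSG00000105880.6, chromosome 7 from 97020392 to 97024950) had the smallest change of these mRNAs, 1.01 (standard error 0.206, adjusted p = 0.00264). With each library left out in turn, it ranged from 0.85 to 1.19, on both sides of the paper's threshold of 1. Footprints on BMP2 rose by a log2 fold change of 4.46 (standard error 0.242, adjusted p = 1.34e-07).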

The following three potential DDX6 targets were not confirmed: *C1QTNF4*, *CALCB*, and *PCK1*. We observed that DDX6 KO cells had higher levels of target mRNAs compared to WT HEK293T cells, as also measured by the RNA-seq experiments, and were partially restored back to WT levels by expressing exogenous DDX6. 

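For each of 8 mRNAs tested by qPCR, both DDX6 KO libraries had more RNA-seq CPM than both WT libraries. The 3 mRNAs that qPCR did not support rose in RNA-seq too. PCK1 (ENSG00000124253.10, chromosome 20 from 57561080 to 57568112) had a log2 fold change of 3.10 (standard error 0.207, adjusted p = 1.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For CALCB (ENSG00000175868.13, chromosome 11 from 14904997 to 15082342) it was 2.28 (standard error 0.139, adjusted p = 5.08e-07). C1QTNF4 (ENSG00000172247.3, chromosome 11 from 47589664 to 47594659) had a log2 fold change of 3.52 (standard error 0.410, adjusted p = 6.15e-05), which ranged from 2.90 to 4.50 with each library left out in turn. The qPCR and rescue samples are not part of these counts. From the higher levels in DDX6 KO cells, their partial return when DDX6 was expressed and the lack of such a return with any DDX6 mutant, at equal protein levels (Figure 3H and I), the paper proposes that DDX6 directly regulates the levels of its target mRNAs.

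**Figure D3:**
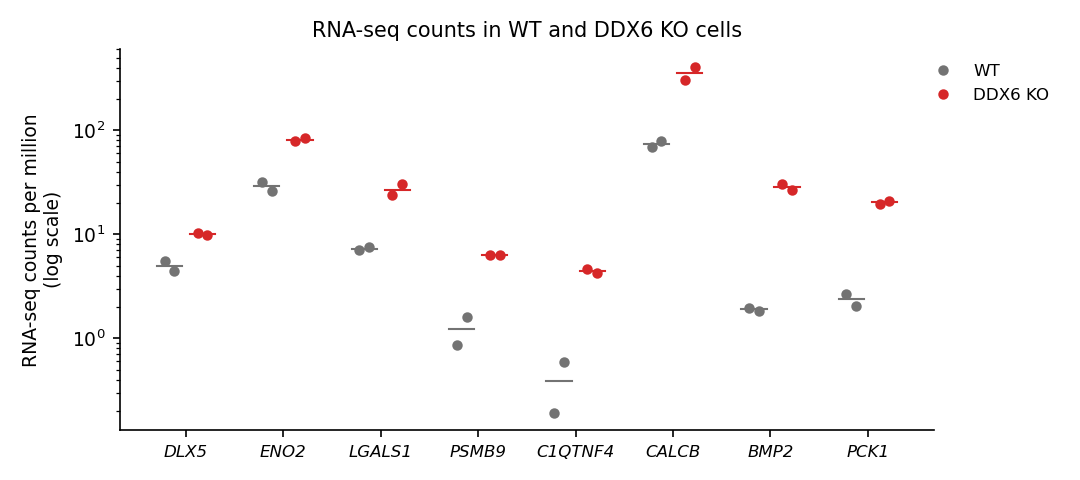
RNA-seq CPM, on a log scale, of 8 mRNAs tested by qPCR, in WT and DDX6 KO cells. Points are libraries and lines are means of 2. BMP2 rises from a mean of 1.89 to 28.6 CPM, and DLX5 from 4.98 to 10.0.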

The partial rescue might be explained by uneven transfection efficiency and/or additional time required to reach base line mRNA levels. It should be noted that none of the mutant forms of DDX6 were able to restore target mRNA levels, consistent with the previous reporter experiments. All proteins were expressed at equivalent levels (Figure 3I). These results strongly suggest that DDX6 plays a direct role in the regulation of target mRNA levels in HEK293T cells.

### mRNA sequences with increased ribosome occupancy reduce reporter mRNA stability

To test whether the identified translational pause sites in some of the endogenous DDX6-targeted mRNAs contribute to mRNA destabilization, we created different reporter constructs in which the putative ribosomal stalling region (RSR) was inserted downstream of the *Renilla* luciferase open reading frame, either preceding or following a stop-codon; R-LUC-RSR and R-LUC-stop-RSR, respectively (Figure 4A). These constructs were designed to differentiate translation-dependent regulation from translation-independent effects, triggered for example by binding of trans-regulatory factors (e.g. RNA-binding proteins or miRNAs) to the introduced sequence. We tested two of the sequences identified in our screen for DDX6-destabilized mRNAs: first, a stretch containing 23 ‘CAG’ codon repeats (encoding 23 x Q) mimicking the X-chromosome encoded AR gene. For the second sequence, we chose a 30 nt stretch of the bone morphogenetic protein 2 (BMP2) gene encoded on chromosome 20, which codes for a sequence of basic amino acids (QRKRLKSSCK). Polybasic amino acid stretches and prolines have been reported to cause ribosome stalling (Ingolia et al., 2011; Charneski and Hurst, 2013; Brandman et al., 2012). Since the sequence immediately adjacent to the actual stall site also contained several lysine, arginine, and proline codons, we cloned the stalling sequence with 100 nt upstream and downstream flanking regions to include all potential contributing regulatory elements in the reporter constructs. We then measured the half-lives of the reporter constructs when transfected into HEK293T cells. For this, reporter mRNA was quantified by northern blot at different time points after transcription was blocked using actinomycin D. As expected, the presence of the *AR* stalling sequence before the stop-codon strongly reduced the mRNA half-life compared to the control mRNA where the stop-codon precedes the stalling sequence (Figure 4B and C). The same was true for the *BMP2* stalling sequence: the presence of the stalling sequence was associated with a strong translation-dependent reduction in mRNA half-life (4.0±1.9 hr compared to >10 hr in the control vector) (Figure 4D and E). To test whether the observed reduction in reporter mRNA stability containing endogenous ribosomal stalling sites was dependent on DDX6, we also performed the half-life measurements in HEK293T DDX6 KO cells, and observed that the R-LUC-stop and R-LUC constructs for both *AR* and *BMP2* stalling sequences had similar half-lives (Figure 4B–E). These results, therefore, confirm that DDX6 is required to trigger the co-translational mRNA decay induced by these sequences.

**Figure 4.**
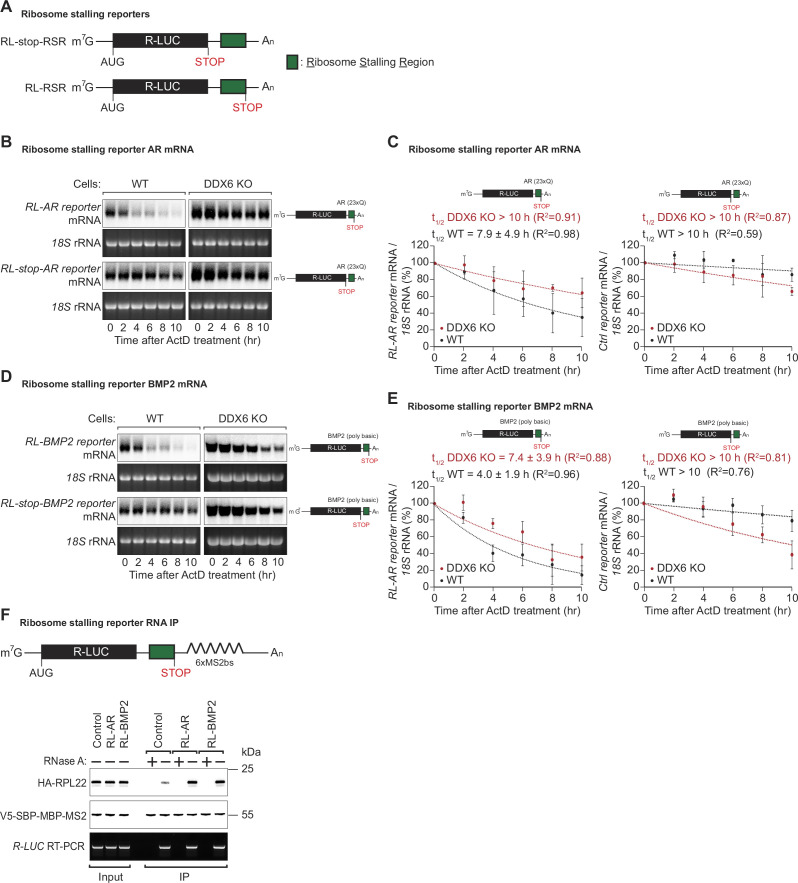
DDX6 is required for ribosome-stalling mRNA degradation. (**A**) Schematic representation of the reporters used in panels (**B, C**). (**B**) Representative northern blots showing the decay of androgen receptor (*AR)* reporter mRNAs in HEK293T wild-type (WT) or DDX6 KO cells. Cells were transfected with indicated reporter plasmids and monitored after the inhibition of transcription using actinomycin D (ActD) for the indicated time. *18* S rRNA ethidium bromide staining shows equal loading. (**C**) Relative reporter mRNA levels from panel B at time point zero (before ActD addition) were deﬁned as 100%. Relative reporter mRNA levels were plotted as a function of time. Circles represent the mean value and error bars the standard deviation (SD) (n=3). The decay curves were ﬁtted to an exponential decay with a single component (dotted lines). R^2^ values are indicated for each curve. The half-life of each mRNA in WT and DDX6 KO cells is represented as the mean ± SD. (**D**) Representative northern blots showing the decay of *BMP2* reporter mRNAs in HEK293T WT or DDX6 KO cells. Cells were transfected with indicated reporter plasmids and monitored after the inhibition of transcription using ActD for the indicated time. 18 S rRNA ethidium bromide staining shows equal loading. (**E**) Relative reporter mRNA levels from panel D at time point zero (before ActD addition) were deﬁned as 100%. Relative reporter mRNA levels were plotted as a function of time. Circles represent the mean value and error bars the standard deviation (SD) (n=3). The decay curves were ﬁtted to an exponential decay with a single component (dotted lines). R^2^ values are indicated for each curve. The half-life of each mRNA in WT and DDX6 KO cells is represented as the mean ± SD. (**F**) HEK293T cells were transfected with indicated R-LUC reporters containing 6xMS2 binding sites, HA-tagged RPL22, and SBP-tagged MBP-MS2 plasmids. RNA bound to V5-SBP-MBP-MS2 was immunoprecipitated with Streptavidin beads. The presence of HA-tagged RPL22 in the immunoprecipitates was determined by western blotting. V5-SBP-MBP-MS2 protein level and RT-PCR of R-LUC reporter RNA levels served as a loading control. Figure 4—source data 1.Original file for the northern blot in Figure 4B. Figure 4—source data 2.PDF containing Figure 4B and original scans of the relevant northern blot analysis with highlighted bands and sample labels. Figure 4—source data 3.Original file for the northern blot in Figure 4D. Figure 4—source data 4.PDF containing Figure 4D and original scans of the relevant northern blot analysis with highlighted bands and sample labels. Figure 4—source data 5.Original file for the RNA IP analysis in Figure 4D. Figure 4—source data 6.PDF containing Figure 4F and original scans of the relevant RNA IP analysis with highlighted bands and sample labels.

To further confirm that the identified sequences of the *AR* and *BMP2* mRNAs lead to ribosome stalling, we performed RNA pulldown assays of the reporter mRNA in DDX6 KO cells and quantified associated HA-RPL22 levels. In keeping with the mRNA half-life results, the reporters with the *AR* or *BMP2* stalling sequences pulled down increased amounts of HA-RPL22 indicative of increased ribosome occupancy on these reporters (Figure 4F).

In summary, using ribosome profiling and follow-up experiments, we were able to identify endogenous mRNA sequences with reduced elongation rates that trigger co-translational mRNA decay in a DDX6-dependent manner in human cells.

## Discussion

mRNA decay factors regulate gene expression by processes other than just general mRNA degradation. Recent studies have shown that the translational elongation rate influences mRNA stability (Forrest et al., 2020; Wu et al., 2019; Hia et al., 2019; Narula et al., 2019). One factor implicated in coupling mRNA decay with translation rates is the yeast decay factor, Dhh1p (Radhakrishnan et al., 2016). However, this has not been confirmed in human cells yet. In this study, we demonstrated that the inefficiency of translation modulates mRNA stability in human cells, aligning with findings in yeast. Moreover, DDX6 (the human ortholog of Dhh1p) plays an important role in triggering the decay of slowly translated mRNAs. Using a wide range of approaches, we systematically characterized the contribution of DDX6 to ribosome stalling-mediated mRNA decay.

To investigate whether DDX6 is necessary to trigger the decay of sub-optimally translated mRNAs, we created a reporter construct containing a *Renilla* luciferase open reading frame where the last 30 codons were replaced by synonymous but rarely used codons, chosen to reduce the translation rate without altering the amino acid sequence. The reporter with the rare codons was much more stable in the absence of DDX6, with a half-life comparable to that of the corresponding control reporter. This result illustrated that DDX6 serves as a mediator of ribosome stalling and mRNA decay, and this role is evolutionarily conserved from yeast to mammals. We also demonstrated that DDX6 interacts with the ribosome through the RecA2 domain, which in turn binds to the CCR4-NOT complex. By overexpressing DDX6 mutants in DDX6 KO cells, we showed that DDX6-CCR4-NOT interactions are essential for ribosome stalling-dependent mRNA decay.

To identify a possible link between increased ribosomal occupancy and DDX6-dependent mRNA decay, we performed RNA-seq and ribosome profiling experiments in HEK293T WT and DDX6 KO cells. Comparison of the two RNA-seq libraries allowed us to identify mRNAs that are upregulated in the absence of DDX6. We further examined DDX6-regulated mRNA targets using ribosome profiling and found increased ribosome occupancy in specific regions, indicative of slow ribosome movement, which may, therefore, destabilize the corresponding mRNAs. Importantly, we also found that reporter mRNAs containing the ribosomal stalling region were only destabilized in the presence of both translation and DDX6. These findings have important implications for understanding the regulation of gene expression and the underlying mechanisms of mRNA decay.

While our findings demonstrate a requirement for DDX6 in mRNA decay induced by ribosomal stalling and its interaction with the ribosome, the exact mechanism by which DDX6 may sense ribosome speed remains unclear. Without structural or biochemical data demonstrating recognition of the slowed ribosome by DDX6, the role of DDX6 as a sensor remains one of the possible models. It is conceivable that DDX6 might act as a bridge between the sensor and decay machinery on the ribosome, or it might play a more direct role in sensing ribosome speed. These possibilities present intriguing avenues for future research. By elucidating the endogenous targets, as well as the role of DDX6 and the CCR4-NOT complex in ribosomal stalling-coupled mRNA decay, we may be able to develop more effective therapeutic strategies for diseases caused by dysregulated gene expression. Furthermore, the approach used here of combining RNA-seq and ribosome profiling technologies could be applied to other biological systems to gain a deeper understanding of the molecular mechanisms underlying translation-coupled mRNA decay. Overall, our work opens up exciting avenues for future research and could potentially contribute to the development of novel treatments for a variety of diseases.

## Materials and methods

### DNA constructs

The plasmid for expression of the rare codon reporter pCIneo-RLuc (30xRC) was generated by site-directed mutagenesis using the QuikChange Site-Directed Mutagenesis kit (Stratagene). Protein mutant plasmids used in this study are listed in Supplementary file 1. All constructs were fully sequenced to confirm the presence of the mutations and the absence of additional mutations.

### Cell culture

Human HEK293T cells were purchased from ATCC (CRL-3216) and were cultured in DMEM (Gibco 11995) supplemented with 10% (v/v) fetal bovine serum (Gibco) and grown at 37°C with 5% CO2. The identity of these cells was authenticated through SRT profiling, and they were confirmed to be negative for mycoplasma.

### Generation of a HEK293T DDX6 KO cell line

The knockout of DDX6 in HEK293T cells was generated by CRISPR-Cas9. 

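In the GRCh38 reference, GTCTTTTTCCAGTCATCACC occurs on the strand opposite to the DDX6 mRNA, at positions 118781161 to 118781180 of chromosome 11. In the GENCODE release 29 transcript used (ENST00000620157.4), this is in exon 3, over codons 69 to 75 of a coding sequence of 1449 nt. It is followed by AGG, the PAM. The mRNA reads GGTGATGACTGGAAAAAGAC at this place. The RNA-seq and Ribo-seq counts per gene do not show the edited bases.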

The guide RNA targeting Exon 3 of DDX6 (5′- GTCTTTTTCCAGTCATCACC –3′) was designed using DNA2.0 (ATUM) online tool to minimize off-target effects. Targeting resulted in a 1 nucleotide insertion in one allele and a 10-nucleotide deletion in the other allele, both causing a frameshift in the open reading frame and severe reduction of *DDX6* mRNA expression (Figure 1—figure supplement 1B).

### Northern blotting and quantification

For mRNA half-life measurements, HEK293T wild-type, or DDX6 KO cells were seeded in six-well plates and transfected with 0.5 µg of the indicated *Renilla* luciferase (R-LUC) reporter plasmid. 48 hr after transfection, the R-LUC reporter mRNA level was monitored following inhibition of transcription by actinomycin D. For tethering assays, HEK293T wild-type, or DDX6 KO cells were seeded in six-well plates and transfected with 0.25 µg of the indicated R-LUC reporter plasmid containing 5xBoxB (R-LUC-5BoxB) and 0.25 μg *Firefly* luciferase (F-LUC) plasmid as transfection control, and 1 μg plasmids expressing the λN-HA peptide or λN-HA-CNOT3. For total RNA isolation, cells were resuspended in TRIzol (Thermo Fisher), and RNA was isolated using Phenol:Chloroform: Isoamyl alcohol (PanReac). For northern blotting, 10 µg RNA samples were separated on 2% glyoxal agarose gels and transferred onto nylon membranes (GeneScreen Plus, Perkin Elmer). Complementary [^32^P]-labeled probes were synthesized by linear PCR and hybridized at 65 °C overnight in hybridization solution (0.5 M NaP pH = 7.0, 7% SDS, 1 mM EDTA pH = 8.0). After repeated washing in washing solution (0.5 M NaP pH = 7.0, 1% SDS, 1 mM EDTA pH = 8.0), membranes were scanned and quantified using the Typhoon phosphorimager (GE Healthcare). R-LUC reporter mRNA levels were then normalized to 18 S rRNA and plotted against time. mRNA half-lives (t_1/2_) ± standard deviations were calculated from the decay curves.

### Ribosomal protein purification from HEK293T cells

The method to purify ribosomal proteins from HEK293T cells was adapted from a previously published protocol (Belin et al., 2010). In brief, HEK293T cells were submitted to an osmotic shock by incubation in a hypotonic buffer containing NP-40. After removing the nuclear fraction by centrifugation at 750 g, the cytoplasmic fraction was spun down at 12,500 g to remove the mitochondrial fraction. The post-mitochondrial fraction was then adjusted to 0.5 M KCl to disrupt most interactions between ribosomes and other proteins of the other cell compartments. Finally, ribosomes were purified through a sucrose cushion by ultracentrifugation.

### Protein pulldown assay

NusA-Strep-tagged DDX6 was produced in *E. coli* BL21(DE3) Star cells (Thermo Fisher) in LB medium at 20 °C. For the purification, cells were lysed by sonication in PBST buffer. NusA-Strep-tagged DDX6 was isolated from the crude lysate on Strep-Tactin sepharose (IBA) resin for 1 hr at 4 °C. The resin was then washed twice with PBST buffer and once with binding buffer [50 mM Tris/HCl (pH 7.5), 150 mM NaCl]. Purified human ribosome proteins were then added to the resin and incubated for 1 hr at 4 °C. After three washes with the binding buffer, bound proteins were eluted with 2 x protein sample buffer (100 mM Tris-HCl pH = 6.8, 4% SDS, 20% glycerol, 0.2 M DTT) and analyzed by SDS-PAGE followed by Coomassie staining.

### Immunoprecipitation assays and western blotting

HEK293T cells were grown in 10 cm dishes and transfected using Lipofectamine 2000 (Invitrogen). The transfection mixtures contained 10 μg of GFP- and HA-tagged constructs. HEK293T cells were harvested 48 hr after transfection in NET buffer (50 mM Tris, pH = 7.4, 1 mM EDTA, 150 mM NaCl, 0.1% Triton X-100) supplemented with 10% glycerol and protease inhibitors (Complete Protease Inhibitor Mix, Roche). Cell lysates were cleared by centrifugation at 18,000 g for 15 min and input samples were collected for western blotting. Co-immunoprecipitation experiments were performed in the presence of 1.5 U/µl RNase I (Ambion). Lysates were first incubated with 5 µl anti-GFP antibody (in-house) for 1 hr rotating at 4 °C and subsequently mixed with 50 µl protein G-agarose (50% slurry, Roche) and incubated for 1 hr rotating at 4 °C. After repeated washing in NET buffer, proteins were eluted with 2 x protein sample buffer and analyzed by SDS-PAGE. For western blotting, proteins were transferred onto nitrocellulose membranes (Santa Cruz) via tank transfer and developed with freshly mixed solutionA:solutionB (10:1) and 0.01% H_2_O_2_ [SolutionA: 0.025% Luminol (Roth) in 0.1  M Tris-HCl pH  = 8.6; SolutionB: 0.11% P-Coumaric acid (Sigma Aldrich) in DMSO]. HA- and GFP-tagged proteins were detected using horseradish peroxidase-conjugated monoclonal anti-HA (Roche, 3F10, 1:5,000) and anti-GFP (Roche, 11814460001, 1:2,000), respectively. Endogenous human RPS3A was detected using a polyclonal anti-RPS3A antibody (abcam, ab264368, 1:1,000), CNOT1 was detected using a rabbit anti-CNOT1 antibody (in-house, 1:1,000), DDX6 was detected using a rabbit polyclonal anti-DDX6 antibody (Bethyl, A300-461Z, 1:1000), Tubulin was detected using a mouse monoclonal anti-Tubulin antibody (Sigma Aldrich, T6199, 1:3000), and V5-SBP-MBP-MS2 was detected using a mouse monoclonal anti-V5 antibody BioRad, MCA1360GA, 1:5000.

### Reporter-based RNA pulldown assay

HEK293T cells were plated in a 10 cm dish at 80% confluence. Indicated R-LUC reporter, HA-tagged RPL22, and SBP-MBP-MS2 plasmids were transfected into HEK293T cells. After 48 hr, the cells were collected and washed once with pre-cooled PBS. Cells were then lysed in NET buffer (50 mM Tris pH = 7.4, 1 mM EDTA, 150 mM NaCl, 0.1% Triton X-100). The lysate was centrifuged for 5 min at 13,000 g at 4 °C. The supernatant was incubated with Strep-Tactin sepharose (IBA) resin with/without RNase A for 1 hr at 4 °C. After three washes with NET buffer, bound proteins were eluted with 2 x protein sample buffer and analyzed by western blotting.

### RNA-seq and ribosome profiling

For RNA-seq and ribosome profiling experiments HEK293T wild-type or DDX6 KO cells were plated on 15 cm dishes 24 hr before harvesting. Cells were harvested as described in Calviello et al., 2016. For total RNA libraries, RNA was extracted using the RNeasy Mini Kit (Qiagen) and processed according to the Illumina TruSeq RNA Sample Prep Kit. For ribosome profiling the original protocol (Ingolia et al., 2012) was used in a modified version described in Calviello et al., 2016.

RNA-seq and ribosome profiling libraries were sequenced on an Illumina Hiseq3000 instrument. Reads originating from ribosomal RNA were removed using Bowtie2 (Langmead and Salzberg, 2012). 

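Reads counted on genes covered between 16802 and 17170 genes per RNA-seq library and between 16323 and 16780 per Ribo-seq library with at least 1 read. The 10 genes with the most counts took between 3.94% and 5.18% of the reads in RNA-seq and between 4.06% and 5.11% in Ribo-seq. TMM factors ranged from 0.982 to 1.02 and from 0.989 to 1.02, respectively.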

Remaining reads were mapped onto the human genome using Tophat2 (Kim et al., 2013) which resulted in 21–27 million mapped reads with an overall read mapping rate >91% for RNA-seq and 3–4 million mapped reads with an overall read mapping rate >87% for ribosome profiling datasets. Read count analysis was performed using QuasR (Gaidatzis et al., 2015), and differential expression analysis was performed using edgeR (Robinson et al., 2010; McCarthy et al., 2012). Translational efficiencies (TE) were calculated using RiboDiff (Zhong et al., 2017).

DDX6 stalling-induced decay targets were selected I. based on the logFC of total RNA of DDX6 KO versus WT HEK293T cells. Targets with a logFC >1 and statistically significant change FDR <0.005 (n=298) were manually screened for potential stalling sites using the Integrative Genomics Viewer tool from Broad Institute (Robinson et al., 2011; Thorvaldsdóttir et al., 2013).

II. Stalling targets were selected based on a local accumulation of footprints determined by ribosome profiling. We found 35 genes that matched these criteria (AMDHD2, AR, ART5, BMP2, C1QTNF4, CA11, CALCB, CD19, CILP2, COL2A1, CTSA, CXCL12, DLX5, DUSP1, ENO2, HOXA13, IFI35, IFITM2, IGFBP5, LGALS1, MLC1, PBXIP1, PCK1, PSMB9, PTRH1, QPCT, SAT1, SEMA6C, SFXN3, SLC13A4, SLIT2, SMPDL3B, TMSB15B, TNC, ZNF91). A representation of the most convincing targets (AR, BMP2, LGALS1, DLX5, ENO2, PSMB9) can be found in Figure 3—figure supplement 2B–G.

GO analysis was performed using the R-based package goseq (Young et al., 2010). Analyses of GC content, CDS length, and transcript TE were performed with R-based scripts.

### Reverse transcription (RT) and quantitative PCR (qPCR)

For quantitative PCR (qPCR) of selected targets we designed 22 nt primers using Primer-BLAST from NCBI to amplify a 250–350 bp region from cDNA. To use the Livak method (∆∆CT method) for relative quantification each primer pair was tested if the amplification rate of the specific PCR product is 2+/-5%.

For validation and rescue experiments HEK293T wild-type or DDX6 KO cells were either transfected with a GFP-MBP control or GFP-DDX6 (either WT, Mut1, Mut2, DEAD*). 48 hr after transfection total RNA was extracted and reverse transcribed using random hexamer primers. Target mRNA amount was subsequently determined by qPCR using the respective primer pair and normalized to beta-Actin abundance in the same sample. A sample treated with water instead of reverse transcriptase (-RT) was used as a negative control. Relative abundances of target mRNAs in three independent experiments were determined using the Livak method (the wild-type sample was arbitrarily set to 1) (Livak and Schmittgen, 2001).

## Data Availability

The datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession number GSE231964. The following dataset was generated: WeberR ChangC 2024Human DDX6 regulates translation and decay of inefficiently translated mRNAsNCBI Gene Expression OmnibusGSE23196410.7554/eLife.92426PMC1123918138989862

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Homo sapiens*)	DDX6	GenBank	HGNC:2747	
Strain, strain background (*Escherichia coli*)	BL21 Star (DE3)	Thermo Fisher	Invitrogen: C601003	
Cell line (*H. sapiens*)	HEK293T	ATCC	CRL-3216	Identity authenticated by SRT profiling, negative for mycoplasma.
Cell line (*H. sapiens*)	HEK293T DDX6 KO	Elisa Izaurralde Lab	Hanet et al., 2019	Developed and maintained by Elisa Izaurralde lab, identity authenticated by SRT profiling, negative for mycoplasma. This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*E. coli*)	pnEK-NvHM-Strep-MBP	Elisa Izaurralde Lab	Chang et al., 2019	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*E. coli*)	pETM-60-NusA-3C-HsRCK_296–472-Strep	Elisa Izaurralde Lab	Addgene #146209	Addgene #146209
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-MBP	Elisa Izaurralde Lab	Addgene #146318	Addgene #146318
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-HsDDX6	Elisa Izaurralde Lab	Addgene #25033	Addgene #25033
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-HsDDX6_1–295	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-HsDDX6_296–463	Elisa Izaurralde Lab	Addgene #145971	Addgene #145971
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-HsDDX6_E236Q	Elisa Izaurralde Lab	Addgene #146456	Addgene #146456
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-HsDDX6_Mut1	Elisa Izaurralde Lab	Addgene #147023	Addgene #147023
Transfected construct (*H. sapiens*)	pT7-EGFP-C1-HsDDX6_Mut2	Elisa Izaurralde Lab	Addgene #148452	Addgene #148452
Transfected construct (*H. sapiens*)	pCIneo-HA-RPL22	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RLuc	Elisa Izaurralde Lab	Addgene #146090	Addgene #146090
Transfected construct (*H. sapiens*)	pCIneo-RLuc_ 30xRC	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RL-AR	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RL-Stop-AR	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RL-BMP2	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RL-Stop-BMP2	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-v5-SBP-MBP-MS2	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RL-6xMS2bs	Elisa Izaurralde Lab	Addgene #148306	Addgene #148306
Transfected construct (*H. sapiens*)	pCIneo-RL-AR-6xMS2bs	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Transfected construct (*H. sapiens*)	pCIneo-RL-BMP2-6xMS2bs	Elisa Izaurralde Lab	This paper	This material can be obtained from the Elisa Izaurralde Lab.
Antibody	anti-GFP (Rabbit polyclonal)	Elisa Izaurralde Lab	Chen et al., 2014	IP (This material can be obtained from the Elisa Izaurralde Lab.)
Antibody	anti-GFP (Mouse monoclonal)	Roche	Roche #11814460001	WB(1:2000)
Antibody	anti-HA-HRP (Mouse monoclonal)	Roche	Roche #12013819001	WB(1:5000)
Antibody	anti-CNOT1 (Rabbit polyclonal)	Elisa Izaurralde Lab	Chen et al., 2014	WB(1:1000)
Antibody	anti-DDX6 (Rabbit polyclonal)	Bethyl, A300-461Z	Bethyl #A300-461Z	WB(1:1000)
Antibody	anti-RPS3A (Rabbit polyclonal)	Abcam	Abcam #ab264368	WB(1:1000)
Antibody	anti-V5 (Mouse monoclonal)	BioRad	BioRad #MCA1360GA	WB(1:5000)
Antibody	anti-Tubulin (Mouse monoclonal)	Sigma Aldrich	Sigma Aldrich #T6199	WB(1:3000)
Sequence-based reagent	AR_F	This paper	qPCR primers	gacatgcgtttggagactgcca
Sequence-based reagent	AR_R	This paper	qPCR primers	cccagagtcatccctgcttcat
Sequence-based reagent	BMP2_F	This paper	qPCR primers	cccagagtcatccctgcttcat
Sequence-based reagent	BMP2_R	This paper	qPCR primers	cagcaacgctagaagacagcgg
Sequence-based reagent	LGALS1_F	This paper	qPCR primers	ctcaaacctggagagtgccttc
Sequence-based reagent	LGALS1_R	This paper	qPCR primers	tcgtatccatctggcagcttga
Sequence-based reagent	PSMB9_F	This paper	qPCR primers	cttttgccattggtggctccgg
Sequence-based reagent	PSMB9_R	This paper	qPCR primers	ccataccaggttttggccctag
Sequence-based reagent	GAPDH_F	This paper	qPCR primers	ctctgctcctcctgttcgacag
Sequence-based reagent	GAPDH_R	This paper	qPCR primers	ttcccgttctcagccttgacgg
Sequence-based reagent	Beta-Actin_F	This paper	qPCR primers	ccaaaagcatgacaggcagaaa
Sequence-based reagent	Beta-Actin_R	This paper	qPCR primers	tcccgtgttcctcaccaatcat
Sequence-based reagent	DLX5_F	This paper	qPCR primers	CAGCCATGTCTGCTTAGACCAG
Sequence-based reagent	DLX5_R	This paper	qPCR primers	TACTGGTAGGGGTTGAGAGCTT
Sequence-based reagent	ENO2_F	This paper	qPCR primers	ATGTGTCACTTGTGCTTTGCTC
Sequence-based reagent	ENO2_R	This paper	qPCR primers	ACCCCAGTCATCTTGGGATCTA
Commercial assay or kit	RNeasy Mini Kit	Qiagen	Qiagen 74104	
Commercial assay or kit	TruSeq RNA Library Prep Kit v2	Illumina	Illumina RS-122–2002	
Commercial assay or kit	Ribo-Zero Gold Kit	Illumina	discontinued	
Chemical compound, drug	Actinomycin D	Sigma-Aldrich	Sigma-Aldrich #A1410	
Software, algorithm	Bowtie2	Langmead and Salzberg, 2012		
Software, algorithm	Tophat2	Kim et al., 2013		
Software, algorithm	QuasR	Gaidatzis et al., 2015		
Software, algorithm	edgeR	Robinson et al., 2010; McCarthy et al., 2012		
Software, algorithm	RiboDiff	Zhong et al., 2017		
Software, algorithm	Integrative Genomics Viewer (IGV)	Broad Institute; Robinson et al., 2011; Thorvaldsdóttir et al., 2013		
Software, algorithm	goseq	Young et al., 2010

# Supplementary material for: Human DDX6 regulates translation and decay of inefficiently translated mRNAs
**Source:** eLife. 2024 Jul 11;13:RP92426. doi: 10.7554/eLife.92426
**Supplement:** Supplementary file 1.

**Supplementary File 1. Constructs and mutants used in this study.**

| **Name** | **Fragments / mutations** | **Plasmid** |
| --- | --- | --- |
| R-LUC | - | pCIneo-RLuc |
|  | *Last 30 codon sequence*  AAG GGC CTC CAC TTC AGC CAG GAG GAC GCT  CCA GAT GAA ATG GGT AAG TAC ATC AAG AGC  TTC GTG GAG CGC GTG CTG AAG AAC GAG CAG | |
| R-LUC 30xRC | 30xRC | pCIneo-RLuc_30xRC |
|  | *Last 30 codon sequence*  AAA GGT CTA CAT TTT TCG CAA GAA GAT GCG  CCG GAT GAA ATG GGT AAA TAT ATA AAA TCG  TTT GTA GAA CGT GTA CTA AAA AAT GAA CAA | |
| MBP-Strep | - | pnEK-NvHM-Strep-MBP |
| NusA-Strep-DDX6 | - | pETM-60-NusA-3C-HsRCK_296-472-Strep |
| GFP-MBP | - | pT7-EGFP-C1-MBP |
| GFP-DDX6 | - | pT7-EGFP-C1-HsDDX6 |
|  | N-ter | pT7-EGFP-C1-HsDDX6_1-295 |
|  | C-ter | pT7-EGFP-C1-HsDDX6_296-463 |
|  | E236Q | pT7-EGFP-C1-HsDDX6_E236Q |
|  | Mut1 | pT7-EGFP-C1-HsDDX6_Mut1 |
|  | Mut2 | pT7-EGFP-C1-HsDDX6_Mut2 |
| HA-RPL22 | - | pCIneo-HA-RPL22 |
| RL-AR | - | pCIneo-RL-AR |
| RL-stop-AR | - | pCIneo-RL-stop-AR |
| RL-BMP2 | - | pCIneo-RL-BMP2 |
| RL-stop-BMP2 | - | pCIneo-RL-stop-BMP2 |
| V5-SBP-MBP-MS2 | - | pCIneo-v5-SBP-MBP-MS2 |
| RL-6xMS2bs | - | pCIneo-RL-6xMS2bs |
| RL-AR-6xMS2bs | - | pCIneo-RL-AR-6xMS2bs |
| RL-BMP2-6xMS2bs | - | pCIneo-RL-BMP2-6xMS2bs |

How the deposited data were processed for this re-analysis (not part of the article)

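HEK293T WT and DDX6 KO cells were each profiled by RNA-seq and by Ribo-seq in 2 replicates, which gives 8 libraries. The count tables hold whole-number reads per gene for each library. The authors removed rRNA reads with Bowtie2, mapped the rest to the human genome with TopHat2 and counted them with QuasR. As deposited, the log2 fold changes and p-values of RNA-seq and Ribo-seq were computed by the authors with edgeR. The authors computed the TE ratio of each genotype, its log2 fold change and its p-value and adjusted p-value with RiboDiff. All tests reported here start from the raw counts. The authors' comparison tables were used for overlaps, for the number of genes they call and the zinc finger genes among these, for correlations of log2 fold changes, for the adjusted p of ZNF140, for 1 alternative gene list per assay and for 1 alternative list of translationally upregulated genes. In the TE table, 31 genes carry no p-value and 21 symbols were turned into dates.

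Each library was assigned its genotype and replicate from the sample labels. Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15. RNA-seq and Ribo-seq were each tested for genotype by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) after TMM normalization and filterByExpr. The change in TE was the assay by genotype interaction in the same kind of model over all 8 libraries, with genes that passed the filter in both assays. P-values were adjusted by the Benjamini-Hochberg method, with FDR under 0.005 as the threshold and an absolute log2 fold change above 1 for a change of more than 2-fold. RNA-seq and Ribo-seq come from separate libraries, whereas the TE change shares the RNA-seq libraries with the RNA-seq change, so overlap between TE and RNA-seq calls is not independent.

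RNA-seq libraries held 18988054 to 24533798 counted reads and Ribo-seq libraries 5259461 to 8223329. At most 3 counts in both libraries of a genotype was taken as the floor. Fold changes against the floor are lower bounds. Gene sets were tested with camera at a preset correlation of 0.01, beside fry and an estimated correlation. Sets and groups of genes were compared by permutation of the rank sum with 100000 resamples and by 10000 random lists matched on mean counts in 10 bins or on CDS GC content in 20 bins.

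Of the symbols in the count tables, 20761 matched a GENCODE release 29 symbol and 487 an older symbol, and 256 matched none. A complete CDS was found for 19064. GENCODE release 29 on GRCh38 was used for positions and CDS properties, and the authors' own gene model is not named in the paper's text. A gene was taken as unique in sequence where at least 95% of the 28-nt sequences of its CDS occurred in no other gene's CDS.

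The tests were tried on simulated counts with the means, library sizes and dispersions of these data and 200 changed genes, whose log2 changes were between 1 and 3. The quasi-likelihood test called 187 of the 200 for RNA-seq, 185 for Ribo-seq and 167 for TE, with 3, 3 and 4 unchanged genes called. The limma test of log2 ratios called 106 for TE. The shift in WT TE that selection alone can give was simulated 100 times with 200 genes given random fractions of the fitted changes. An earlier version with 600 genes at full-size changes called far more genes than the data do and was replaced after that was seen.

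The genes named in the text were chosen by a rule written before the data were examined. They are the genes the paper names for these data, and, for RNA-seq and TE in each direction, the 3 genes with the largest change among those past the threshold with at least 10 counts on average per library and changed the same way in both replicate pairs. Any other gene named was chosen after its values were seen. Alternatives to normalization, filter, test, threshold, gene definitions and replicates were listed before the data were examined, and removal of the trend on CDS GC content was added afterwards. With 1 library of a group left out, values are given without a test.

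Gene ontology, predicted mRNA stability, RiboDiff, qPCR, reporter assays and the position of footprints along mRNAs were not analysed here. Results for 1 gene that the paper names are not reported here.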

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

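The tests on chromosome regions and on the GC content of neighbouring genes were chosen after the result was seen; the tests on single genes were written before.

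RNA shifted together over long stretches of chromosomes. The search took windows of 50 neighbouring genes among 12391 genes tested in both assays, with the trend on CDS GC content removed and the protocadherin clusters, whose genes share exons, left out. In RNA-seq, 92 of 1138 windows had a median log2 fold change beyond the range of shuffled gene order, which runs from -0.27 to 0.26. They join into 6 regions. RNA was lower in DDX6 KO cells over 550 genes of chromosome 1 (117863485 to 248826633, median -0.39), 70 genes of chromosome 3 (32685145 to 47346816, -0.29), 50 further genes of chromosome 3 (58008400 to 97801242, -0.27), 90 genes of chromosome 16 (72093562 to 89968060, -0.48) and 110 genes of chromosome 22 (17084954 to 30327046, -0.36). It was higher over 310 genes of chromosome 7 (77793728 to 156677130, 0.37). Between 74.0% and 84.5% of the genes of a region moved its way.

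GC content does not account for the regions as a whole, since all 92 windows were found after its trend was removed. Differences between libraries of a genotype do not account for them either: the same search between replicates found at most 3 windows in RNA-seq, none of them among the 92. Footprints, which come from separate libraries, shifted the same way in 6 of the 6 regions, with medians from -0.40 to -0.10 in the lower regions and 0.36 in the higher one, and the window medians of both assays had a correlation of 0.829. This is consistent with gain or loss of chromosome regions in the DDX6 KO cells relative to the WT cells, which remains a candidate explanation, since DNA was not measured. An effect of DDX6 on neighbouring genes stays open as well and was not tested, because both replicates carry the same edit. The lower regions hold 233 of 881 downregulated genes, and the higher region holds 88 of 1113 upregulated genes. The regions were found on the same RNA-seq fold changes, so an excess of such genes in them is built in and is no separate evidence. Outside the regions, 645 downregulated and 1002 upregulated genes remain. Among the 35 decay candidates, 2 lie in the higher region (DLX5 and SLC13A4) and 2 in a lower one (PBXIP1 and SEMA6C).

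For 3 genes, RNA had at most 3 counts in both WT libraries and at least 100 in both DDX6 KO libraries: ACSL5 (at least 126-fold higher), PTN (at least 41.2-fold) and RBP7 (at least 33.6-fold). For 3 genes, the reverse held: ZNF619 (at least 123-fold lower), FAM50B (at least 106-fold) and BRINP3 (at least 47.4-fold). Other than ACSL5 and ZNF619, these genes were chosen after their values were seen. Chance at low counts would give such genes between replicates too, and the same search between replicates found 0. Footprints followed the RNA for ACSL5, PTN, RBP7, FAM50B and BRINP3, which sets aside a fault of the RNA-seq libraries for these 5. For ZNF619, 26 and 46 footprints stayed in DDX6 KO cells.

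Gain or loss of a chromosome region with several genes would bring neighbours along, but 0 of the 6 genes had another among its 10 nearest tested genes. This test has little power, since random sets of 6 genes also had a median of 0. The regions described above hold 3 of them (BRINP3, PTN and ZNF619), yet the median shift of these regions is far smaller than the change of these genes. Loss of a single gene, and silencing or activation of a gene in the DDX6 KO cells, were not tested and stay open. Whether DDX6 itself is responsible was not tested either.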

How the results depend on the processing

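Under each alternative run for it, the zinc finger share of translationally upregulated genes, the zinc finger set in TE and in Ribo-seq, the CDS GC content and the CDS length kept their direction and their side of the threshold, with the exception of the limma ratio test, which called no gene and so gave no share. The sets were judged by camera at the preset correlation, and the DESeq2 Wald and limma ratio fits gave medians without a set test. For zinc finger genes in Ribo-seq the estimated correlation, which held at p = 0.0396, did not hold with library size only (p = 0.0584 over 545 genes) or with the trend on CDS GC content removed (p = 0.0599 over 545 genes). For CDS GC content and length only 4 alternatives were run (the shortest CDS, FDR 0.05, the same range of counts, and zinc finger genes left out), none with another test, normalization or filter. The share ran from 19.1% to 42.4% and, with all libraries kept, the set median from 0.50 to 0.59 in TE and from 0.40 to 0.44 in Ribo-seq, the GC difference from -9.11 to -6.56 percentage points and the length difference from 531 to 711 nt. The number of decay candidates past the thresholds was 34 or 35, and the number of genes upregulated more than 2-fold in RNA-seq between 318 and 626. The cause of the changes below was not tested unless one is given.

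At FDR 0.05, more genes pass by construction: 2643 up, 2457 down and 426 down more than 2-fold in RNA-seq, 1596 up and 1097 down in Ribo-seq, and 393 up, 90 down, 218 up and 43 down more than 2-fold in TE. The edgeR likelihood ratio test gave 1843 up and 1616 down in RNA-seq, 1045 and 611 in Ribo-seq, and 316 up, 66 down, 203 up and 45 down more than 2-fold in TE. The edgeR exact test gave 1597 down in RNA-seq and 1008 up and 597 down in Ribo-seq. The DESeq2 Wald test gave 167 up and 23 down in TE. With no filter on low counts, 1442 genes were down in RNA-seq, 1156 up and 684 down in Ribo-seq, and 20 down in TE. With only the genes of the authors' deposited tables, 167 were down more than 2-fold in RNA-seq and 6 down, 5 more than 2-fold, in TE, with fewer genes tested. The limma test of log2 ratios gave 0 up, 0 down, 0 up and 0 down more than 2-fold in TE, with 3935 genes at an unadjusted p under 0.05. In simulated data it called 106 of 200 changed genes, against 167 for the quasi-likelihood test. The simulated libraries were drawn independently, without deviations shared between equally numbered libraries. The simulation therefore cannot tell why the limma test called no gene in the data.

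Replicate numbers are shared between groups, but nothing states that they pair cultures. Deviations from the group means of equally numbered libraries had a correlation across genes of 0.068 in RNA-seq and 0.082 in Ribo-seq between genotypes, and of 0.381 in WT and 0.403 in DDX6 KO cells between the assays. With the replicate block, 1142 genes were up and 706 down in Ribo-seq, and 174 up, 26 down, 144 up and 19 down more than 2-fold in TE. With the replicate block by culture, which joins RNA-seq and Ribo-seq libraries of the same number, 737 were up, 328 down, 249 up and 52 down more than 2-fold in TE.

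The lower RNA of the zinc finger set (median -0.21) lost significance under fry (-0.21, p = 0.0698), with the estimated correlation (-0.21, p = 0.326) and with the trend on CDS GC content removed (-0.10, p = 0.0516). Over the fits that each left out 1 library it ran from -0.24 to -0.12, the latter without DDX6 KO replicate 1. Removal of that trend, an alternative chosen after the data were seen, left 56 genes up in TE, all 56 more than 2-fold, of which 51 were among the 92.

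The WT level of translationally upregulated genes was lower by more at FDR 0.05 (-0.046, permutation test p = 0.0304; permutation p from 0.0304 to 0.653 over the alternatives that keep all libraries). Without a replicate number it was -0.026 or -0.025, and the DDX6 KO value was 0.352 or 0.383. The ratio of the largest distance between replicates to the smallest between genotypes was 0.465 in RNA-seq and 0.549 in Ribo-seq, 0.497 and 0.602 over all genes, and 0.269 and 0.366 from Spearman correlations, so replicates were closer than genotypes under each. The correlation of RNA-seq and Ribo-seq log2 fold changes was 0.594 with at least 10 counts in every library.

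Among gene sets fixed in advance, judged at an unadjusted p under 0.05, ribosomal proteins (median -0.35 in RNA-seq, -0.32 in Ribo-seq) and histones (-0.22 in Ribo-seq) were below the threshold under camera but not with the estimated correlation, nor, in Ribo-seq, under fry. DDX6 partners in TE (0.17) were not significant under fry or the estimated correlation. Interferon response genes in TE were not with the estimated correlation (-0.13) or at least 10 counts (-0.12). CCR4-NOT subunits in Ribo-seq (-0.18) passed under fry, and histones in TE (-0.36) with no filter. Sets with medians near 0 reversed: histones in RNA-seq with at least 10 counts (-0.037) and with the trend on CDS GC content removed (-0.070), ribosomal proteins in TE with no filter (0.011), the replicate block (0.00478), the culture block (0.00448) and the limma ratios (0.00534), and CCR4-NOT subunits in TE with DESeq2's size factors (-0.00596), the DESeq2 Wald test (-0.00604), library size only (-0.035), the authors' genes (-0.000108), TMM over all 8 libraries (-0.022) and the trend on CDS GC content removed (-0.17). With 1 library left out, signs also changed for histones in RNA-seq (-0.089 to 0.18) and TE (-0.19 to 0.038), ribosomal proteins (-0.11 to 0.15) and CCR4-NOT subunits (-0.021 to 0.054) in TE, and DDX6 partners in Ribo-seq (-0.026 to 0.21).

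For the 18 genes named with full statistics, 222 values under other normalizations, the DESeq2 Wald test and the replicate blocks kept direction and side of the threshold and 3 became stronger. The limma test of log2 ratios is not among these settings and kept none of the TE calls. With 1 library left out, 172 stayed within the replicate spread, 33 moved and 3 reversed. The reversals lie in values near 0, which ran from -0.31 to 0.15 for LGALS1 in TE (0.15 without DDX6 KO replicate 2), from -0.49 to 0.16 for ZDHHC15 in Ribo-seq (0.16 without WT replicate 1) and from -0.88 to 0.0718 for ZNF502 in Ribo-seq (0.0718 without DDX6 KO replicate 2). No calls were counted with a library left out, because that leaves a genotype with 1 library. Fold changes of genes at the floor are limited to their lower bounds by depth.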

Differences from the paper's values

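Upregulated more than 2-fold in RNA-seq were 463 genes, against the paper's 298. Of the alternatives set before the data were examined, at least 10 counts in every library (385), the genes of the authors' deposited table (324) and the DESeq2 Wald test (428) came within 1.5 times of the paper's number, and the other 7 did not. Downregulated were 953 genes, against the paper's 1484. No filter on low counts (1442), the edgeR likelihood ratio test (1616), the edgeR exact test (1597), the DESeq2 Wald test (1203) and the replicate block (1232) came within it, and the other 5 did not. Downregulated more than 2-fold were 275, against the paper's 156. Library size only (234), at least 10 counts in every library (229) and the authors' genes (167) came within it, and the other 7 did not.

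TE was higher for 92 genes, against the paper's 260. The likelihood ratio test (316) and the replicate block (174) came within 1.5 times of it, and the other 10 alternatives did not. More than 2-fold higher were 88, against the paper's 152. No filter (116), the likelihood ratio test (203), the DESeq2 Wald test (132), the replicate block (144) and FDR 0.05 (218) came within it, and the other 7 did not. TE was lower for 13 genes, against the paper's 38. Only the replicate block (26) came within it among 12 alternatives. Zinc finger genes among those with higher TE numbered 36, against the paper's 89. The likelihood ratio test (95) and FDR 0.05 (105) came within it, and the other 11 alternatives did not.

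Ribo-seq libraries held 5.26 M to 8.22 M reads counted on genes, against the paper's 3 M to 4 M mapped reads. No alternative applies to this value. How reads that map to several places were counted is not stated in the paper's text, and the cause of the gap was not tested.

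Figure 3B lists ZNF140 among the zinc finger genes with higher TE. Its log2 change in TE was 0.42 (standard error 0.290, adjusted p = 0.443 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 11 alternatives that gave it an adjusted p called it, with adjusted p from 0.161 to 0.659. In the authors' deposited TE table its adjusted p is 0.455. ZNF14, which the figure does not list, had a log2 change in TE of 1.75 (adjusted p = 0.00137). Whether the label in the figure stands for ZNF14 was not settled here.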

Other observations

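The tests on matched lists, unique sequence, GC slopes between libraries, the GC trend without zinc finger genes, 3' UTRs, selection and footprint background were written before the data were examined. The tests on footprints of zinc finger genes and on the removal of the GC trend for these genes were chosen after the result was seen.

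Several technical explanations were tested for the higher TE of zinc finger genes in DDX6 KO cells. Low abundance does not account for it: of 10000 random lists matched on mean counts, none had a median as high as 0.59, and the highest reached 0.085. Lists matched on CDS GC content reached at most 0.17, against 0.60 for the 461 zinc finger genes with a value. Zinc finger genes with unique sequence (291 genes) kept a median log2 change of 0.46, which argues against reads shared between paralogs as the whole cause. Loss of zinc finger mRNA alone is set aside by the footprints, whose median log2 fold change was 0.40 over the 475 genes. With the trend on CDS GC content removed from each library, the median TE change of the set was 0.50. The gain in TE is consistent with higher ribosome occupancy of these mRNAs in DDX6 KO cells, a hypothesis from the same data. Differences between the WT and DDX6 KO cells other than DDX6 stay open.

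Translationally upregulated genes had low CDS GC content, and TE change fell with CDS GC content across genes. Zinc finger genes alone do not carry the trend: without them the Spearman correlation was -0.469. The 3' UTR does not replace the CDS: the partial correlation with CDS GC given 3' UTR GC was -0.213, and the reverse -0.207. A GC bias that varies between libraries cannot be told apart from an effect of DDX6. The slope of the TE change on CDS GC content between genotypes was at least 3.26 times the largest between replicates, but the slope lay in RNA-seq, where it ran from 0.158 to 0.289 log2 units per 10 percentage points between genotypes and from 0.0466 to 0.0845 between replicates. In Ribo-seq it was at most 0.033 between genotypes. If the RNA-seq libraries of a genotype were prepared together, which is not stated, their GC bias could differ in the same way.

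Translationally upregulated genes had a slightly lower TE in WT cells (difference of -0.032 in log10). These genes were selected on the same libraries. In 100 simulations without a true difference, the median shift was 0.00279, so selection did not lower the WT level on average. The simulated shifts varied, however. The lowest was -0.112, and 20 were as low as the one observed, so the observed shift lies within that spread.

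Of the 92 genes with higher TE, 5 had at most 10 RNA-seq counts in both DDX6 KO libraries and an RNA-seq log2 fold change below -1: LINC00470, RIPPLY3, ZNF502, ZNF506 and ZNF619. Footprints of 2 of the 5 exceeded 44.4 counts, the 95th percentile of the 3287 genes without any RNA-seq read. A fixed background of footprint reads, unrelated to the mRNA, cannot be told apart from translation for these genes, because they were chosen for keeping footprints and are few. LINC00470 and ZNF506 were named after their values were seen.

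In the authors' deposited RNA-seq comparison, 1838 genes are up and 1598 down at FDR under 0.005, 365 and 187 of them more than 2-fold. Restricted to genes that the TE table also lists, these numbers are 1658, 1507, 295 and 156, where the paper gives 1707, 1484, 298 and 156. The deposited TE table gives 260, 38, 152 and 17, as the paper does. By symbol, 74 of those 260 are zinc finger genes (28.5%), or 84 with the ZBTB, ZIC, KLF, SP and EGR families. The log2 fold changes of the deposited tables had a correlation across genes of 1.00 with those computed here for RNA-seq and Ribo-seq and 0.991 for TE, and 251 of the 260 genes pass the likelihood ratio test.

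Among 5 gene sets fixed in advance and tested in 3 assays, interferon response genes rose in RNA-seq (52 genes, median log2 fold change 0.72, camera p = 5.53e-09 and fry p = 0.0235, both adjusted by Benjamini-Hochberg over the 15 tests) and in Ribo-seq (49 genes, 0.41, adjusted camera p = 8.20e-07 and fry p = 0.00477), though not with the estimated correlation (adjusted p = 0.182 in both). Cytosolic ribosomal proteins had a median of -0.35 in RNA-seq (82 genes) and -0.32 in Ribo-seq (83 genes). They passed under camera alone (adjusted p = 6.36e-11 and 1.41e-09, against 0.120 and 0.294 under fry). Histones in Ribo-seq (76 genes, -0.22, adjusted p = 0.00200 under camera) did not pass under fry (0.528). With 1 library left out, the Ribo-seq medians ran from -0.39 to -0.05 for histones and from -0.43 to -0.17 for ribosomal proteins. DDX6 partners (from -0.09 in RNA-seq to 0.17 in TE) and CCR4-NOT subunits (-0.23 in RNA-seq) passed in no assay after adjustment.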
